# F11R Is a Novel Monocyte Prognostic Biomarker for Malignant Glioma 

**DOI:** 10.1371/journal.pone.0077571

**Published:** 2013-10-11

**Authors:** Winnie W. Pong, Jason Walker, Todd Wylie, Vincent Magrini, Jingqin Luo, Ryan J. Emnett, Jaebok Choi, Matthew L. Cooper, Malachi Griffith, Obi L. Griffith, Joshua B. Rubin, Gregory N. Fuller, David Piwnica-Worms, Xi Feng, Dolores Hambardzumyan, John F. DiPersio, Elaine R. Mardis, David H. Gutmann

## Abstract

**Objective:**

Brain tumors (gliomas) contain large populations of infiltrating macrophages and recruited microglia, which in experimental murine glioma models promote tumor formation and progression. Among the barriers to understanding the contributions of these stromal elements to high-grade glioma (glioblastoma; GBM) biology is the relative paucity of tools to characterize infiltrating macrophages and resident microglia. In this study, we leveraged multiple RNA analysis platforms to identify new monocyte markers relevant to GBM patient outcome.

**Methods:**

High-confidence lists of mouse resident microglia- and bone marrow-derived macrophage-specific transcripts were generated using converging RNA-seq and microarray technologies and validated using qRT-PCR and flow cytometry. Expression of select cell surface markers was analyzed in brain-infiltrating macrophages and resident microglia in an induced GBM mouse model, while allogeneic bone marrow transplantation was performed to trace the origins of infiltrating and resident macrophages. Glioma tissue microarrays were examined by immunohistochemistry, and the Gene Expression Omnibus (GEO) database was queried to determine the prognostic value of identified microglia biomarkers in human GBM.

**Results:**

We generated a unique catalog of differentially-expressed bone marrow-derived monocyte and resident microglia transcripts, and demonstrated that brain-infiltrating macrophages acquire F11R expression in GBM and following bone-marrow transplantation. Moreover, mononuclear cell F11R expression positively correlates with human high-grade glioma and additionally serves as a biomarker for GBM patient survival, regardless of GBM molecular subtype.

**Significance:**

These studies establish F11R as a novel monocyte prognostic marker for GBM critical for defining a subpopulation of stromal cells for future potential therapeutic intervention.

## Introduction

Survival for adults with the malignant brain tumor, glioblastoma multiforme (GBM), remains poor despite decades of advancements in surgery, radiation, and chemotherapy. One underexplored strategy for treating these cancers is the targeting of stromal cell types in the tumor microenvironment. In this regard, microglia and macrophages may serve as tractable targets for stroma-directed therapy, as they comprise 30-50% of the cells in both benign and malignant gliomas [1,2]. In previous genomic studies, glioma outcome and progression were shown to correlate with macrophage and microglia gene expression [3], while polymorphisms in the microglial *CX3CR1* chemokine receptor locus were associated with improved patient survival [4]. Furthermore, pharmacologic or genetic inhibition of microglial function reduces tumor growth in experimental rodent glioma models [2,5–9]. 

One of the barriers to developing glioma stromal therapies is the paucity of suitable reagents to characterize the spectrum of macrophage populations in health and disease. Although recent reports have established that the tissue origins for mouse brain (resident) microglia and bone-marrow derived monocytes (BMDM) are distinct [10], mouse and human brain tumors harbor potentially distinct and functionally important subpopulations of infiltrating monocytes and resident microglia. To identify new macrophage markers relevant to high-grade glioma, we sought to discover BMDM- and brain microglia-specific transcripts to enable an analysis of the role of these mononuclear cell populations in GBM. 

In this study, we leveraged four converging analysis methods across two complementary platforms to identify a series of differentially-expressed BMDM and brain microglia transcripts. Following validation by real-time quantitative RT-PCR and flow cytometry, we selected two representative differentially-expressed BMDM and microglia surface markers (SELL and F11R) to demonstrate that infiltrating BMDM in induced murine malignant glioma acquire F11R expression, which was verified using allogeneic bone marrow transplantation. To establish the clinical relevance of F11R to human GBM, we show that F11R expression correlates positively with glioma malignancy grade as well as correlates negatively with patient survival independent of GBM molecular subtype. 

## Materials and Methods

### Ethics Statement

All mice were maintained in strict accordance with recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health and active animal studies protocols approved by the Animal Studies Committee at the Washington University School of Medicine (Protocol Numbers: 20110111 and 20120058) and the Institutional Animal Care And Use Committee (Protocol Number: 2010-0268) at the Cleveland Clinic Foundation. All surgeries were performed under Ketamine (100mg/kg) and Xylazine (10mg/kg) anesthesia, and all efforts were made to minimize suffering. Animals were also provided 0.25% Marcaine (Bupivacaine) in the volume of approximately 0.1mL/25g post-surgery to provide pain relief. 

All human samples were collected on a protocol approved by the Institutional Review Board at the Washington University School of Medicine (Permit Number: 201103323) to comply with ethical standards as well as government and institutional regulations. Tissue microarrays cores were received by the Tissue Procurement Core Facility and Tumor Bank as de-identified specimens, and consent was waived.

### Experimental mouse models

*Ntv-a*;*Ink4a-Arf-/-*;Gli-luc mice that develop high-grade gliomas following intracranial RCAS-PDGFB injection at 6 weeks of age were imaged by luciferase bioluminescence (BLI) prior to tissue collection at 3 months of age [11]. Control naïve mice were age and gender matched and not injected with RCAS. Whole control brains (from naïve mice not receiving RCAS injections) and tumor masses from glioma-bearing mice were isolated and collected for flow cytometry analyses.

Allogeneic bone marrow transplantation (BMT) was employed to induce graft-versus-host-disease (GVHD)[12]. Briefly, bone marrow from B6.SJL-*Ptprc* ^*a*^ *Pepc^b^/BoyJ* mice (Jackson Laboratory, CD45.1, H-2K^b^) were T cell depleted (TCD) using CD90.2 microbeads and an AutoMACS (Miltenyi Biotec GmbH, Auburn, CA), and injected intravenously into BALB/c recipient mice (Jackson Laboratory, CD45.2, H-2K^d^) preconditioned with 925 cGy total body irradiation (TBI) prior to BMT. Following BMT, delayed lymphocyte infusions (DLI) from C57BL/6 (CD45.2, H-2K^b^) were injected on day 11 post-BMT. For DLI, mouse T cells (total CD4+ and CD8+ T cells) were isolated from mouse spleens using Miltenyi microbeads and an AutoMACS (Miltenyi Biotech, Auburn, CA). Control mice received BMT only, without DLI. Tissues were collected for flow cytometry analysis at 1, 2, and 3 weeks post-DLI (n=6 per treatment per time point). All experiments were performed at least twice on independently-generated mouse cohorts.

#### Flow cytometry and fluorescence-activated cell sorting (FACS)

Brain and bone marrow were collected from anesthetized and Ringer’s solution-perfused mice, and mononuclear cells were isolated for antibody-mediated flow cytometry and FACS (Table **S1**) [13]. For intracellular staining, surface-stained cells were fixed and permeabilized with the BD Cytofix/Cytoperm Fixation/Permeabilization Kit (BD Biosciences). Nonspecific staining and gating was determined using isotype and fluorescence minus one (FMO) controls. Forward Scatter (FSC) and Side Scatter (SSC) were used to determine viable cells, and appropriate controls were employed for compensation and gating [14]. BMDM were gated on cells that were CD11b^+^ CD115^+^ Ly6G^-^, while brainstem microglia (BSM) were CD11b^+^ CD45^low^ Ly6G^--^ to generate near pure (>99.9%) populations of BMDM and BSM cells. FACS samples were placed into TRIzol (Life Technologies Corporation, Carlsbad, CA) for RNA extraction without any intervening *in vitro* tissue culture adaptation or exposure to growth factors. . 

#### RNA protocols

Total RNA was isolated from sorted cell pellets using TRIzol-chloroform extraction, resuspended in Ambion Nuclease-free water (Life Technologies), snap frozen, and stored at -80°C. RNA quality and yield were assayed using the Agilent Eukaryotic Total RNA 6000 and the BioRad Experion, then quantified using the Quant-iT™ RNA assay kit on a Qubit™ Fluorometer (Life Technologies). 

#### Sequencing and microarray platforms

The Ovation® RNA-Seq method was employed for cDNA synthesis, and 500ng cDNA were used for Illumina library construction with the Illumina paired-end LT indexing protocol [15,16]. Each library was sequenced on the Illumina HiSeq, generating between 15-22Mbp per lane of 100 basepair paired-end reads. For microarray analyses, cDNA prepared from total RNA (NuGEN Ovation WTA Pico V.2, NuGEN Technologies, Inc., San Carlos, CA) was used to probe the Mouse Exon 1.0ST array (Affymetrix, Santa Clara, CA).

#### RNA-seq and microarray analysis methods

Six mouse samples were sequenced from independently-generated biological replicates that included three samples of BSM and three samples of BMDM (six lanes of Illumina data sequenced in total). Corresponding RNA-Seq paired-end reads were processed using the TopHat suite [17] with Cufflinks [18,19] as well as ALternative EXpression Analysis by Sequencing (ALEXA-Seq) [20]. 

Microarray data were analyzed with Partek^®^ Discovery Suite software (version 6.6, Partek Inc., St. Louis, MO) and Aroma (http://www.aroma-project.org/). Additional details are provided in Methods **S1**.

A fold-change rank for every gene was generated based on each independent analysis as well as a mean fold-change rank across the four independent analyses (Cufflinks, ALEXA-Seq, Aroma, and Partek), culminating in a final list based on the mean fold-change rank and significance (<0.05 False Discovery Rate, FDR).

#### Quantitative real time polymerase chain reaction (qPCR).

cDNA was synthesized using the Omniscript reverse transcription kit (Qiagen, Alameda, CA). qPCR was performed using the Bio-Rad CFX96 Real-Time System (Bio-Rad Laboratories Inc., Hercules, CA) with SYBR Green detection (Life Technologies Corporation, Carlsbad, CA) or TaqMan probe-based chemistry with pre-designed TaqMan® Gene Expression Assays (Life Technologies). Primer sequences were designed with Primer-BLAST (NCBI, http://www.ncbi.nlm.nih.gov/tools/primer-blast/) to span exon-exon junctions and target known splice variants (Table **S2**). The ΔΔCT method was used to calculate fold expression changes. Results were analyzed with two-tailed Student’s T-test in Graphpad Prism 5 software and displayed as mean ± standard error of the mean (SEM).

#### Immunohistochemistry

Tissue microarrays containing cores from normal brain and tumor samples over a range of glioma malignancy grades were immunostained with appropriate antibodies (Table **S1**) prior to 3,3’-diaminobenzidine development. Images were acquired on a Nikon Eclipse E600 microscope (Nikon Corporation, Tokyo, Japan) equipped with a Leica EC3 optical camera and Leica Application Suite 2.10 (Leica Microsystems, Wetzlar, Germany). Investigators were blind to clinical grades, and percentages of only the positive mononuclear cells stained by immunohistochemistry were calculated using the total number of cells in each image (hematoxylin nuclear staining). The identities of the F11R+ cell types in the tumors were independently assessed using cell type-specific antibodies to verify that only mononuclear cells were included in the analysis (Figure **S1**). Data were analyzed with Graphpad Prism 5 software using ANOVA, and outliers were excluded using Grubbs’ test. 

#### Statistical analyses

Statistical analyses were performed using Graphpad Prism 5 statistical software. Group results are expressed as mean values ± SEM. Data between two groups were compared using unpaired two-tailed Student’s T-tests. Data among multiple groups were compared using Kruskal-Wallis test followed by Dunn’s Multiple Comparison testing, with a significance level set at p<0.05.

#### Survival outcome analyses

The Cancer Genome Atlas (TCGA) [21] subtype genes were matched in the NCBI Gene Expression Omnibus (GEO) [22] dataset accession GSE16011 [23] by Entrez ID, and after merging, each GBM sample (159 out of 276 total samples) was assigned to a TCGA subtype (Classical, Mesenchymal, Neural, or Proneural) based on the 10-nearest neighbor method. Each candidate gene expression level was associated with a survival outcome using the Cox proportional hazard model; the resulting hazard ratio (HR), its associated p-value, and a 95% confidence interval (CI) were reported. Candidate gene expression levels were dichotomized by median expression levels (across all samples). Kaplan-Meier curves were produced and log rank tests employed to compare survival differences between the low/high-expression groups. Multivariate Cox models based on gene expression, one continuous, and the other dichotomized by the median (High vs. Low), were each used to assess the prognostic ability of each candidate gene after accounting for TCGA molecular subtype.

## Results

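The RNA-Seq data analysed here came from 6 libraries, 3 from BMDM and 3 from BSM, each made from FACS-sorted cells pooled from a set of 10 mice at 6 weeks of age. Table S3 lists replicate 1 of each cell type as male and replicates 2 and 3 of each as female, whereas the Results text gives male mice. The RNA was amplified and converted to cDNA with the Ovation RNA-Seq method, and paired-end reads of 100 basepairs were generated. The paper's Table S4 gives 90258964, 100425066 and 109419795 mapped reads for the BMDM libraries (median 100425066) and 100544148, 116445417 and 127169557 for the BSM libraries (median 116445417). The authors aligned the reads with TopHat and used Cufflinks to estimate the expression of 35237 genes in each library as FPKM, a value already scaled for transcript length and for the number of mapped reads. They also processed the same libraries with ALEXA-Seq, which gave 36536 entries of normalized expression on a linear scale whose unit the paper's text does not name. Reads per gene were not used here, so the depth behind a single value is unknown. Summed over all genes, the FPKM came to between 163198.7 and 194184.2 in the BMDM libraries and between 68287.8 and 75021.4 in the BSM libraries, a ratio of 2.50 between the group means. No further scaling was applied in the main comparison. The genes with an FPKM of at least 3 in at least 1 of the 6 libraries were compared between BMDM and BSM with limma, with a mean-variance trend, on log2(FPKM + 1), and the p-values were adjusted by the Benjamini-Hochberg method over these genes. As many genes, taken by their highest ALEXA-Seq value in any library, were tested in the same way on log2(value + 1). Positive log2 fold changes stand for higher expression in BMDM.

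The transcripts of the sort markers were measured in the same libraries. Ptprc, which encodes CD45, had an FPKM of 104 ± 17.8 (SD, n = 3) in BMDM and 34.6 ± 12.5 (SD, n = 3) in BSM, a log2 fold change of 1.61 (standard error 0.32, adjusted p = 0.00406 from limma with Benjamini-Hochberg adjustment). With quantile normalization between the libraries its log2 fold change was 0.87 and its adjusted p in limma 0.0781. Csf1r, which encodes CD115, had an FPKM of 20.6 ± 1.24 (SD, n = 3) in BMDM and 130.2 ± 28.1 (SD, n = 3) in BSM, a log2 fold change of -2.58 (standard error 0.24, limma adjusted p = 0.000102). Itgam, which encodes CD11b, lay between 109 and 132 FPKM in the BMDM libraries, at 176 and 100.5 FPKM in BSM replicates 1 and 3 and at 0 in BSM replicate 2, where its ALEXA-Seq value was 2435. Its log2 fold change of 2.22 (standard error 1.71, limma adjusted p = 0.296) rested on that library and was -0.13 without it. Ly6g was listed at 0 in every library except BMDM replicate 2, where it had an FPKM of 0.293.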

To identify transcripts that potentially distinguish infiltrating monocytes from brain microglia, we isolated and examined gene expression of BMDM (CD11b^+^ CD45^high^ CD115^+^ Ly6G^-^ cells) and brainstem microglia (BSM) (CD11b^+^ CD45^low^ CD115^low^ Ly6G^-^ cells) pooled from 6-week-old C57BL/6 male mice (ten mice/set) by FACS. Despite low RNA yields (0.4-100ng of total RNA), overall good quality RNA was obtained (Agilent RNA Integrity Number, RIN=7.6-9.0) [24], and the resulting cDNA yields (4.9-5.8µg) were used to perform parallel Affymetrix Mouse Exon 1.0ST microarray and Illumina RNA-sequencing (Figure **S2**, Table **S3** and **S4**). 

Complementary analysis pipelines Cufflinks and ALEXA-Seq for RNA-Seq [18–20,25] and Aroma and Partek for microarray data [26–28] were employed to analyze each platform. Fold changes and q-values were calculated for each gene, and a mean fold-change rank was generated by merging the four independent analyses. High-confidence gene lists were subsequently generated that included only differentially-expressed genes identified to have q-values <0.05 by at least three of the four analysis methods (Table **S5**). 

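Of the 6364 genes that passed the FPKM minimum, 3470 had an adjusted p-value under 0.05 in limma with Benjamini-Hochberg adjustment, 2883 of them higher in BMDM and 587 higher in BSM. In 4252 of the 6364 genes (66.8%) every library of one cell type lay above every library of the other, where chance gives 10%. This count was made without further scaling only, so a shift common to all genes can raise it. The split between the directions depended on how the libraries were scaled. With quantile normalization 1378 genes were higher in BMDM and 1227 higher in BSM, and 1965 of the 3470 calls remained, all in the same direction. Scaling every library to the same sum of FPKM, which was chosen after the values were seen, moved the split most, to 968 genes higher in BMDM and 1585 higher in BSM, with 1561 of the calls remaining and 6 of those in the opposite direction. The median log2 fold change of all tested genes was 0.81 without further scaling, 0.02 after quantile normalization and -0.23 after scaling to the same sum.

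The ALEXA-Seq values gave 3050 differentially expressed genes, 2359 higher in BMDM and 691 higher in BSM, and after quantile normalization 1439 and 1349. Among the 5237 genes tested in both RNA-Seq tables, 2493 were differentially expressed with the same direction in each, 1993 higher in BMDM and 500 higher in BSM. Among those without overlap between the libraries of the cell types in either table, the 5 with the largest log2 fold change in favor of BMDM were S100a11 (8.72), Chi3l3 (8.21), Lyz2 (7.96), Ifitm3 (7.85) and Cybb (7.49), and in favor of BSM they were Sparc, P2ry12 (-7.22), P2ry13, C1qb (-6.69) and F11r. Fewer libraries leave less power, and leaving out 1 library lowered the counts of differentially expressed genes, except for BSM replicate 1. The lowest counts were those without BMDM replicate 3, 1971 genes by ALEXA-Seq and 1616 in both tables together. They were 2193 and 1808 without BMDM replicate 2. Without BSM replicate 1 the counts rose to 3984 and 3154.

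Of the genes in Table S5, 871 entered the FPKM comparison, and all 871 differed in the direction that the table lists. The adjusted p-value was under 0.05 for 849 of them, 517 of the 519 listed for monocytes and 332 of the 352 listed for microglia. It was under 0.05 for 855 when adjusted over the list alone, which is not independent evidence since the study chose the list partly on these libraries. Of the genes that were differentially expressed in both RNA-Seq tables, 783 are in Table S5 and 1710 are not. The microarray values were not analysed here.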

A global unsupervised analysis, excluding genes not expressed or not variably expressed by Cufflinks analysis, demonstrated clear separation of BMDM from BSM samples (Figure **1A**). 

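The libraries were clustered by average linkage on Euclidean distances between their log2(FPKM + 1) values over the 9637 genes with an FPKM above 1 in at least 1 library. The 3 BMDM libraries joined each other, and the 3 BSM libraries joined each other, before the cell types joined at a height of 146. BSM replicates 2 and 3 were the closest pair, at a distance of 31.7, followed by BMDM replicates 1 and 3 at 38.5. BMDM replicate 2 joined the other BMDM libraries at a height of 60.4, and BSM replicate 1 joined the other BSM libraries at 90.6. The largest distance within a cell type was 90.9, between BSM replicates 1 and 2, and the smallest distance between the cell types was 125.0, between BMDM replicate 1 and BSM replicate 2, a ratio of 1.38. Leaving out BSM replicate 1, the library farthest from its group, moved this ratio most, to 1.91. The paper's Table S3 gives this library a RIN of 0.3. From the grouping of the samples in the unsupervised analysis, the paper concludes that BMDM and BSM are clearly separated.

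**Figure D1:**
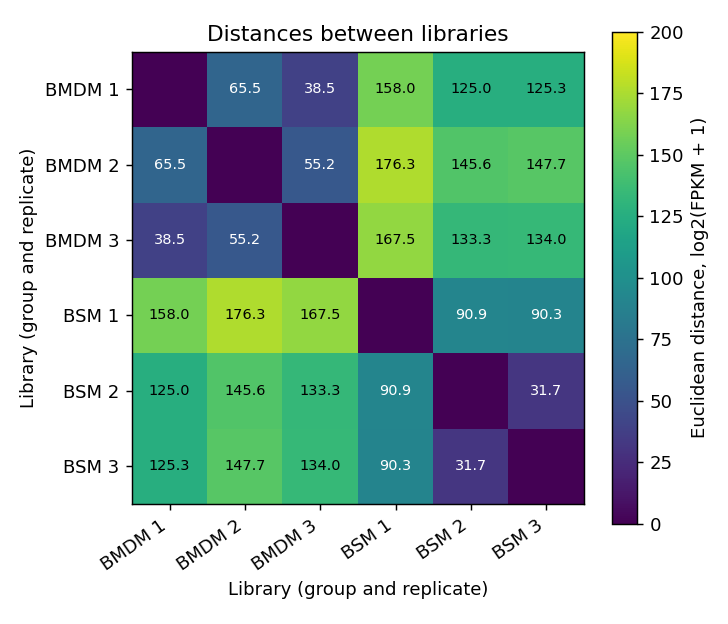
Euclidean distance between each pair of libraries on log2(FPKM + 1) over 9637 genes, with rows and columns giving the cell type and replicate. Distances within BMDM and within BSM were at most 90.9 and those between the cell types at least 125.0.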

**Figure 1:**
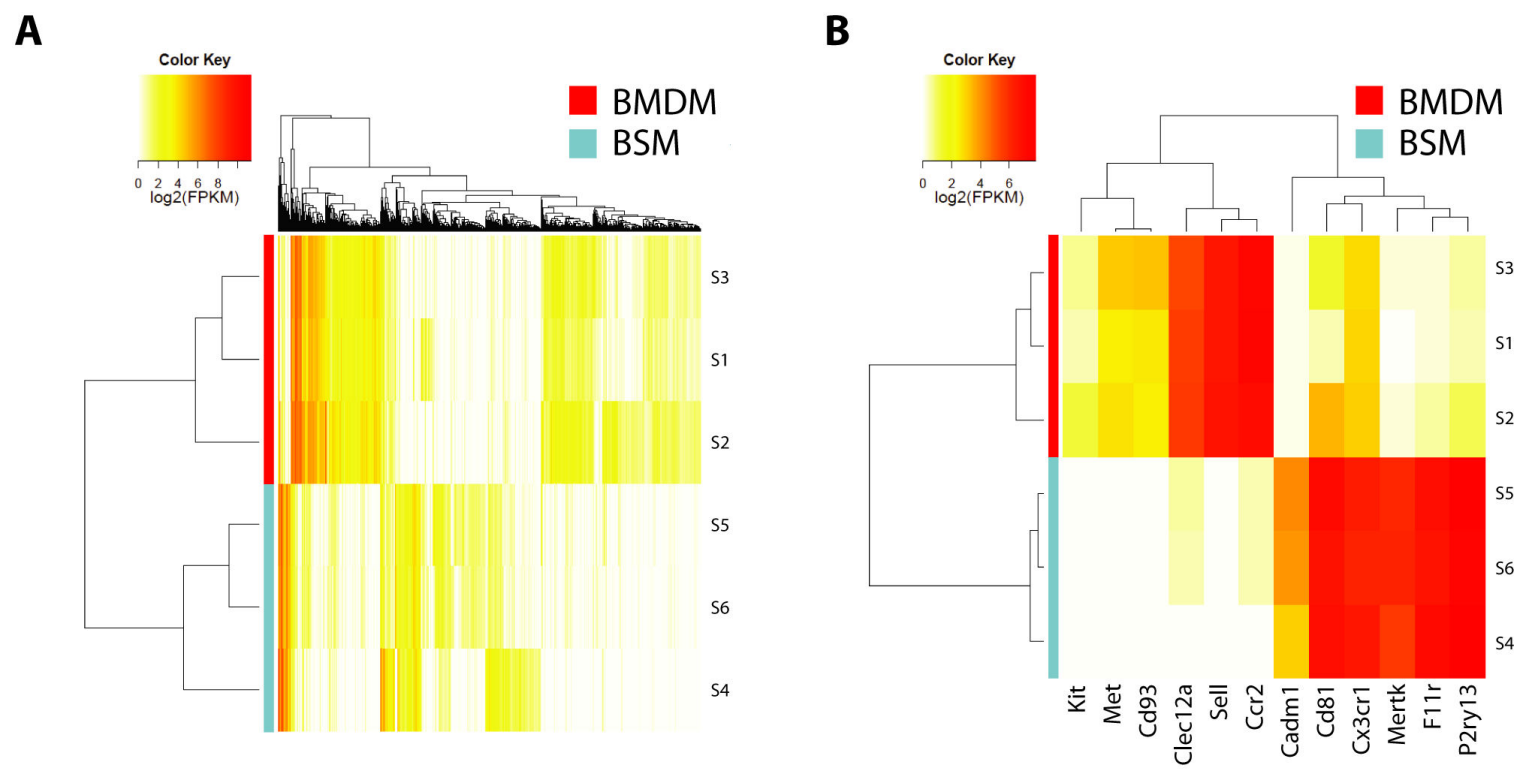
Differentially-expressed brainstem microglia (BSM) and bone marrow monocyte (BMDM) transcripts. (**A**) A heat map was generated from unsupervised hierarchical clustering analysis that included all genes expressed (FPKM >1 in ≥1/6 samples). (**B**) Candidate genes selected for further validation for comparison to CX3CR1 and CCR2.

We next prioritized candidate transcripts based on their expression of protein products potentially amenable to flow cytometry analysis (cell surface markers), and selected ten transcripts of predicted membrane-associated proteins (5 BSM and 5 BMDM; Table **1**-**2**) for real-time quantitative PCR (qPCR) verification (Figure **1B** and Figure **2A**). 

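In the RNA-Seq libraries, 10 of the 11 genes of Tables 1 and 2 reported here passed the FPKM minimum, and each of the 10 had no overlap between the BMDM and BSM libraries. An exact two-sided permutation test of 3 libraries against 3 cannot give a p-value under 0.1, which is the value of each of these genes. F11r, listed by the files on chromosome 1 from 173367666 to 173394734, counted from 1, in a genome build that the paper's text does not name, had an FPKM of 0.294 ± 0.209 (SD, n = 3) in BMDM and 122 ± 20.1 (SD, n = 3) in BSM. Its log2 fold change was -6.57 (standard error 0.24, adjusted p = 2.59e-06 from limma with Benjamini-Hochberg adjustment), and with each library left out in turn it stayed between -6.70 and -6.45. The ratio of its mean FPKM was 415 in favor of BSM, and 702 without BMDM replicate 2. Mertk had a mean FPKM of 0.154 ± 0.115 (SD, n = 3) in BMDM and 64.3 ± 11.5 (SD, n = 3) in BSM, a ratio of 417. Cx3cr1, the reference gene of Table 1, was expressed in both cell types, at 6.74 ± 0.507 (SD, n = 3) in BMDM and 85.4 ± 11.1 (SD, n = 3) in BSM, a ratio of 12.7.

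Ccr2, the reference gene of Table 2, had a mean FPKM of 153 ± 15.4 (SD, n = 3) in BMDM and 0.262 ± 0.217 (SD, n = 3) in BSM, a ratio of 584. Each ratio takes the FPKM without further scaling.

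**Figure D2:**
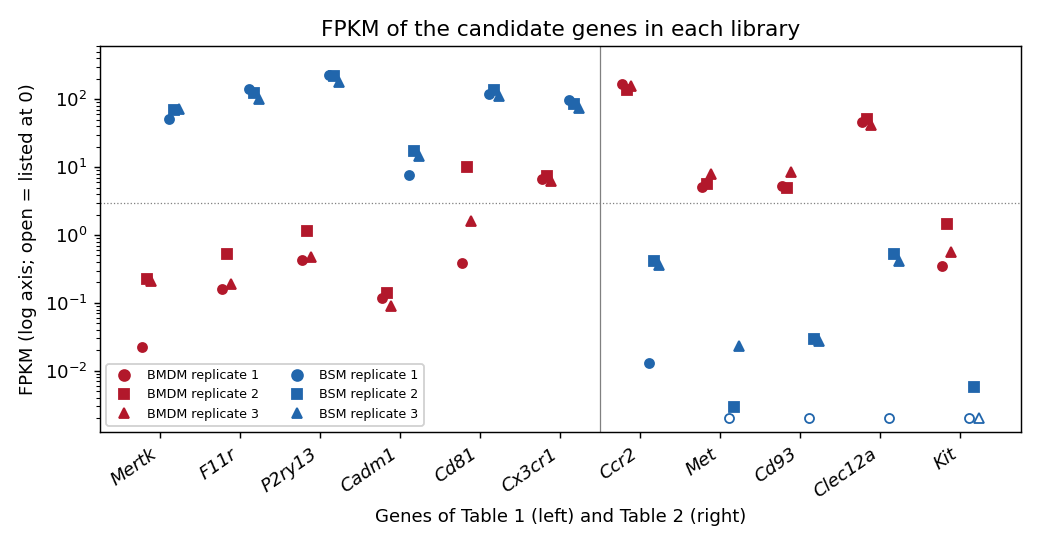
FPKM of 11 genes of Tables 1 and 2 in each of the 6 libraries, on a log axis with the FPKM minimum of 3 dotted and values listed at 0 drawn as open symbols at the bottom. The BMDM and BSM libraries do not overlap for any of the 11 genes.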

We secondarily validated two representative transcripts for BSM (F11R and CD81) and BMDM (SELL and CLEC12A) by flow cytometry (Figure **2B-F**). Since CD81 resides inside the cell membrane of unstimulated microglia, and CLEC12A is expressed at relatively low levels in monocytes, we chose F11R and SELL as representative differentially-expressed flow cytometry markers to study monocyte infiltration in murine glioblastoma.

**Table 1:** Genes of predicted membrane-associated proteins of brain microglia across a wide range of fold changes are highlighted relative to *Cx3cr1*.

**Entrez ID**	**Gene Symbol**	**Full Name**	**Fold Change (Cuffdiff)**	**Q value (Cuffdiff)**	**Fold Change (Partek)**	**Q Value (Partek)**
17289	*Mertk*	c-mer proto-oncogene tyrosine kinase	1009.82	1.04E-13	264.86	2.93E-07
16456	*F11r*	F11 receptor	1226.64	1.55E-12	152.41	6.21E-06
74191	*P2ry13*	purinergic receptor P2Y, G-protein coupled 13	808.00	3.90E-12	185.89	2.26E-04
54725	*Cadm1*	cell adhesion molecule 1	271.93	1.81E-14	22.64	2.26E-04
12520	*Cd81*	CD81 antigen	98.16	6.95E-14	46.11	4.77E-04
13051	*Cx3cr1*	chemokine (C-X3-C) receptor 1	29.39	3.75E-05	7.54	4.84E-04

**Table 2:** Genes of predicted membrane-associated proteins of bone marrow monocytes across a wide range of fold changes are highlighted relative to *Ccr2*.

**Entrez ID**	**Gene Symbol**	**Full Name**	**Fold Change (Cuffdiff)**	**Q value (Cuffdiff)**	**Fold Change (Partek)**	**Q Value (Partek)**
20343	*Sell*	selectin, lymphocyte	3643.55	0.00E+00	284.09	4.65E-04
12772	*Ccr2*	chemokine (C-C motif) receptor 2	158.34	2.50E-10	178.05	3.91E-04
17295	*Met*	met proto-oncogene	257.26	1.22E-08	60.67	1.76E-03
17064	*Cd93*	CD93 antigen	83.62	2.84E-07	23.03	1.25E-02
232413	*Clec12a*	C-type lectin domain family 12, member a	38.85	3.26E-06	92.36	1.35E-05
16590	*Kit*	kit oncogene	42.41	2.84E-04	2.05	3.39E-02

**Figure 2:**
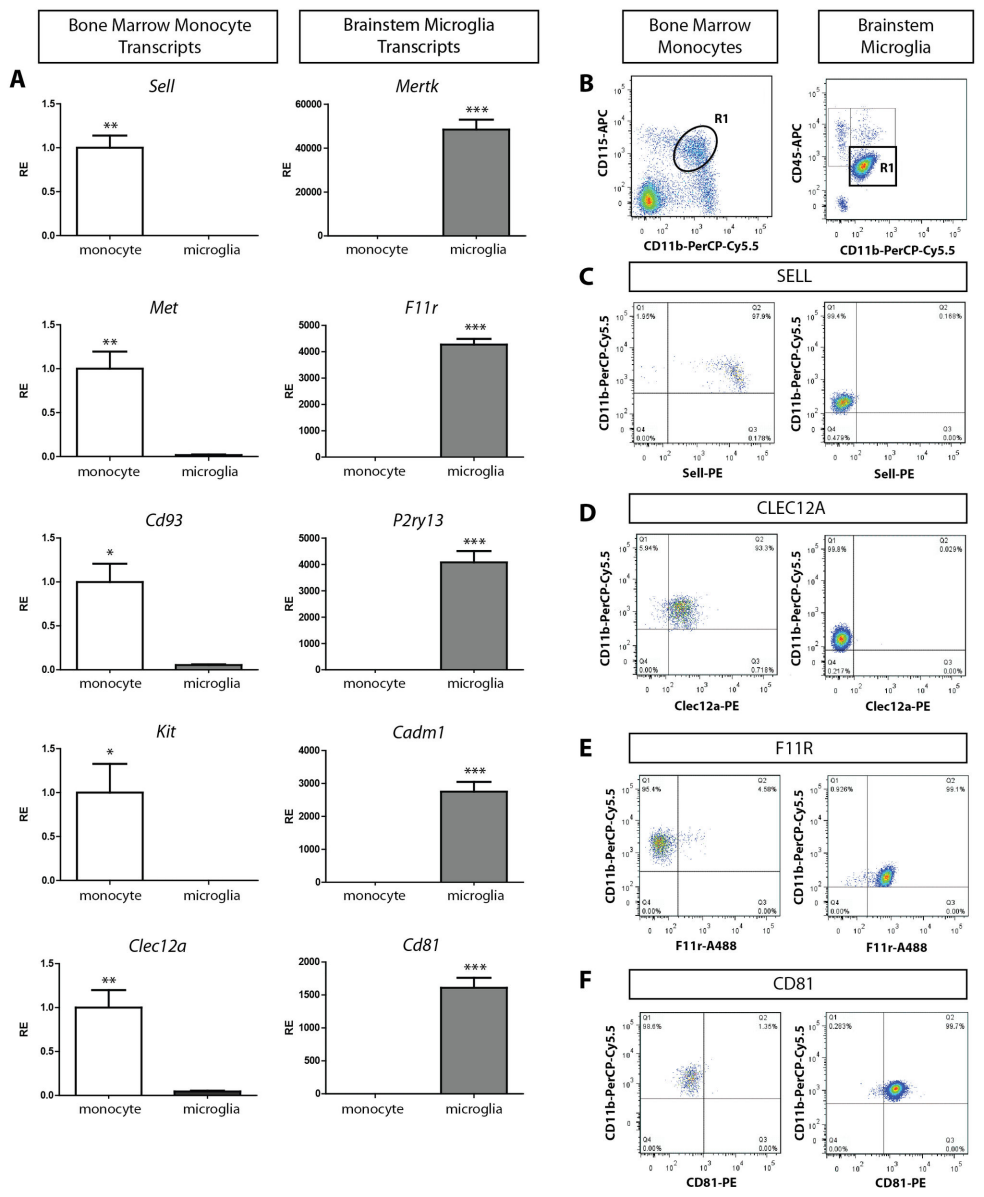
Transcript and protein validation of genes differentially expressed between BMDM and BSM. (**A**) BMDM-enriched transcripts, including *Sell* (p=0.0019), *Met* (p=0.0074), *Cd93* (p=0.0104), *Kit* (p=0.0377), and *Clec12a* (p=0.0049), were more highly expressed in independently-generated BMDM (n=5) relative to BSM (n=6) using TaqMan and SYBR Green qPCR. BSM-enriched transcripts, including *Mertk* (p=0.0001), *F11r* (p<0.0001), *P2ry13* (p=0.0002), *Cadm1* (p=0.0002), and *Cd81* (p=0.0001), were more highly expressed in BSM. (**B**) Flow cytometry analysis of BMDM (CD11b^+^ and CD115^+^ cells; R1, left panel) and BSM (CD11b^+^ CD45^low^ cells; R1, right panel) verified that SELL (**C**) and CLEC12A (**D**) were detected on BMDM, and not on BSM, while F11R (**E**) and CD81 (**F**) were detected on BSM and not BMDM. *, p<0.05; **, p<0.01; ***, p<0.001.

Since F11r and Sell are expressed in <2% of the total cells isolated from bone marrow and brain, respectively, we first sought to determine whether F11r and Sell would retain their distinctive expression between infiltrative BMDM and resident microglia populations in the setting of induced murine malignant glioma using *Ntv-a Ink4a-Arf-/-*;Gli-luc mice injected with RCAS-PDGFB (Figure **3A**) [11]. Whereas control naïve mice do not form gliomas nor contain significant numbers of CD11b^+^ CD45^high^ BMDM cells (R3; <2% cells) (Figure **S3**, Figure **3B**), murine gliomas exhibit increased numbers of lymphocytes (R1; 27% cells) as well as CD11b^+^ CD45^low^ cells (R2, microglia; 39% cells) and CD11b^+^ CD45^high^ cells (R3, macrophages; 34% cells). While CD11b^+^ CD45^low^ microglia were >99% F11r^+^, the population of macrophages was not exclusively Sell^+^. Surprisingly, the majority of these glioma-associated CD11b^+^ CD45^high^ macrophages were also F11r^+^ (94%, Q1) (Figure **3B**). Because fewer than 6% of these glioma-associated F11r^+^ cells were dendritic cells, B cells, or NK cells as determined by flow cytometry using CD3, CD4, CD11c, CD8a, CD19, CD103, and NK1.1 antibodies (data not shown), we hypothesized that Sell^+^ BMDM acquire F11r expression following brain infiltration in GBM. 

**Figure 3:**
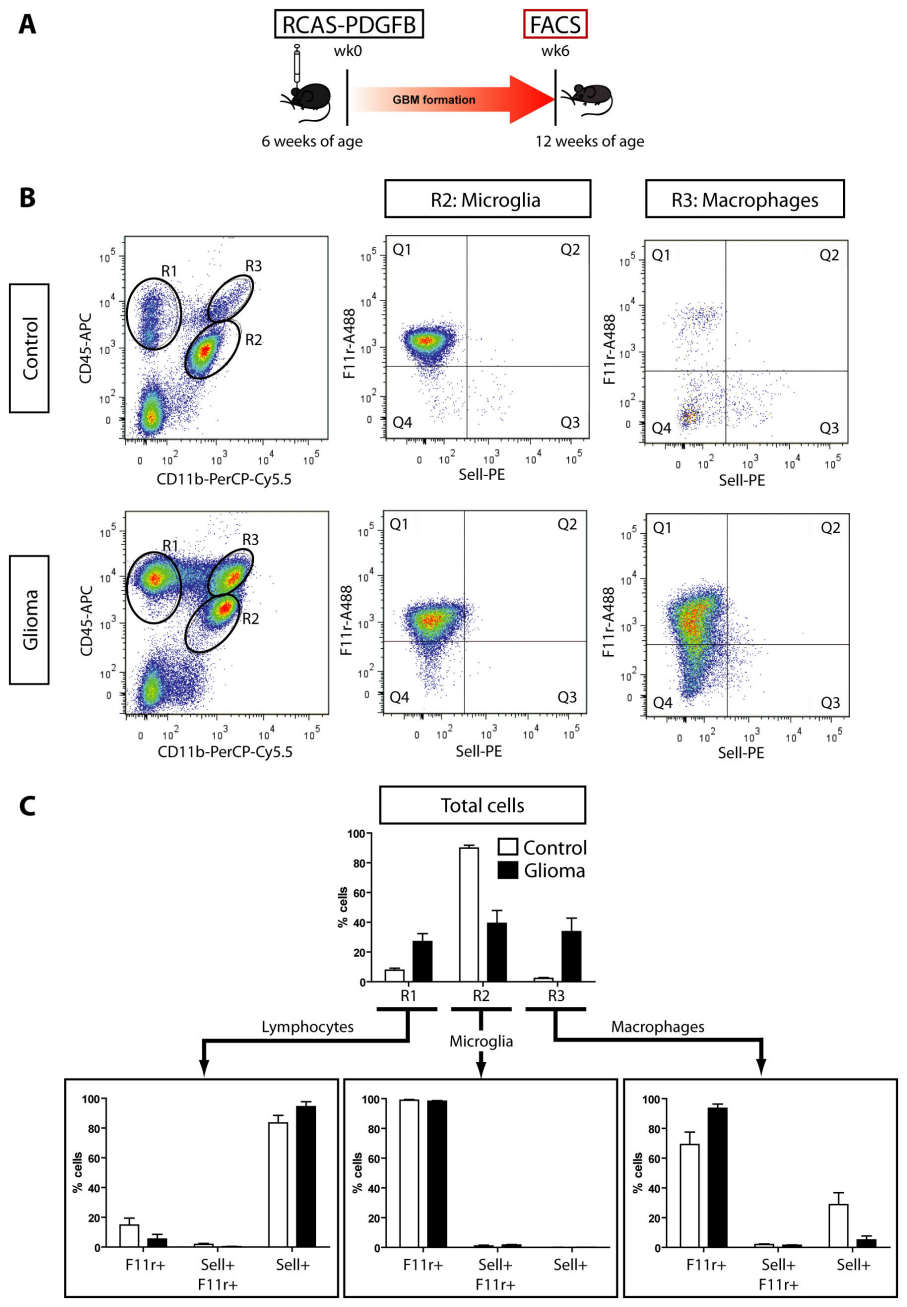
High-grade murine gliomas contain F11r^+^ microglia and macrophages. (**A**) Ntv-a Ink4a-Arf-/-;Gli-luc mice develop tumors following intracranial RCAS-PDGFB injection (n=4). Sell and F11r expression was examined by flow cytometry in lymphocytes (R1, CD11b^-^ CD45^+^ cells), microglia (R2, CD11b^+^ CD45^low^ cells), and macrophages (R3, CD11b^+^ CD45^high^ cells) within the tumor and in control naïve brains (n=4) in four separate experiments. (**B**) More F11r^+^ microglia and macrophages were identified in the gliomas relative to the control brains, most notably in the expansion of the R3 population (34% of positively labeled cells), which is typically a very small percentage in control brains (<2%). The majority of the labeled macrophages in the glioma are positive for F11r only (Q1; 94%), with few cells infiltrating the glioma positive for Sell only (Q3; 5%) or double positive for both F11r and Sell (Q2; 1.4%). (C) Bar graphs illustrate the mean (SEM) percentage and SEM for each immune cell population as well as their corresponding F11r and Sell surface expressions. White bars = control, black bars = glioma.

To demonstrate that Sell^+^ monocytes acquire F11r expression as a consequence of brain infiltration, we employed allogeneic BMT to track infiltrating monocytes and resident microglia by virtue of unique CD45 antigen expression (Figure **4A**). In this model, chimeric mice with GVHD have CD45.2-expressing resident microglia and CD45.1-expressing donor BMDM and exhibit brain mononuclear infiltration following DLI, whereas control animals (BMT-only) have negligible monocyte infiltration (Figure **4B**). Resident CD45.2 microglia from both control and GVHD mice are F11r^+^ and remain F11r^+^ throughout the course of the disease (3 weeks) without increasing CD45.2 surface expression (Figure **S4**, Table **S6**) or expressing CD45.1 (Figure **4C**, CD11b^+^ CD45.1^-^ population below R2). As observed in induced murine GBM, infiltrating CD45.1^+^ BMDM (Figure **4C**, Table **3**) become F11r^+^ as a function of time after entry into the brain: in the first week post-DLI, the majority of the CD45.1^+^ infiltrating macrophages (R3) express surface Sell (53% F11r^+^ Sell^+^, 25% F11r^-^ Sell^+^); however, by the third week post-DLI, 90% of the positively-labeled R3 cells express only F11r. No other population of infiltrating cells changed their F11r and Sell expression (data not shown). Collectively, these data strongly suggest that F11r is a marker of brain macrophages in the context of murine GBM, regardless of tissue origin, prompting us to examine its prognostic value in patients with high-grade glioma.

**Figure 4:**
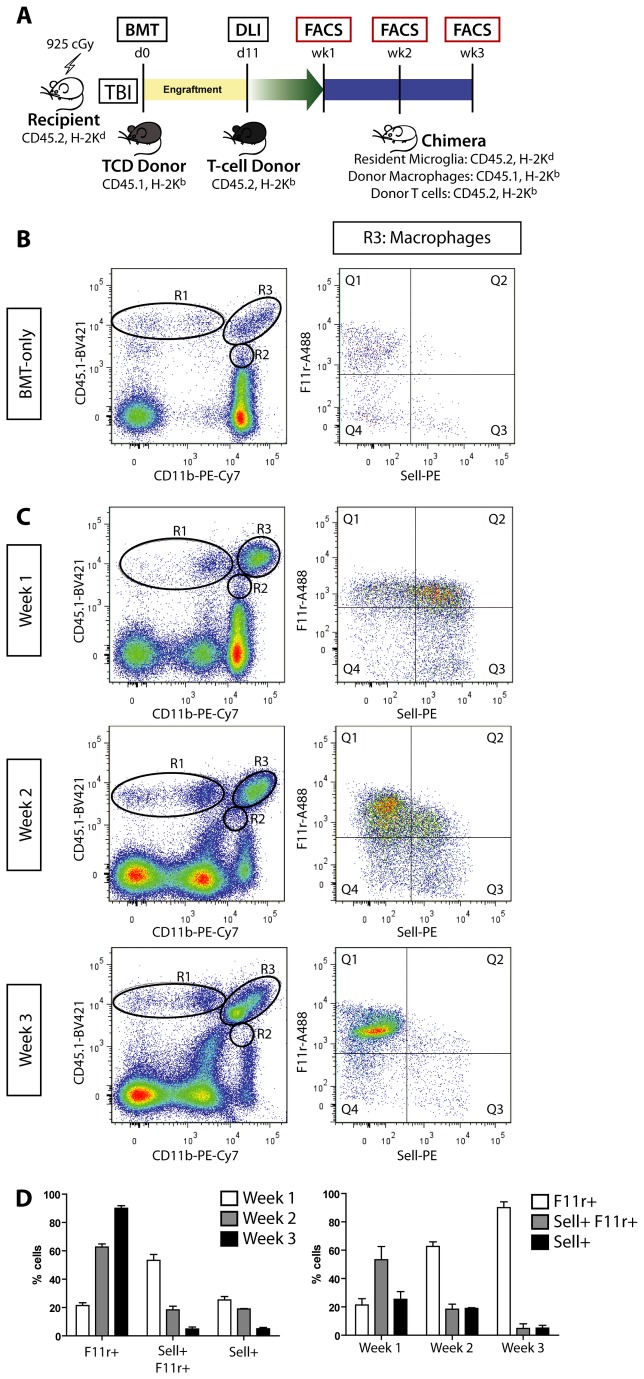
BMDM acquire F11r expression following brain infiltration. (**A**) GVHD was induced in recipient BALB/cJ mice following total body irradiation (TBI) and bone marrow transplantation (BMT) from T cell depleted (TCD) B6.SJL-*Ptprc* ^*a*^ *Pepc^b^/BoyJ* donors. Following C57BL/6J mouse donor lymphocyte infusions (DLI), immune cell infiltration was assessed by flow cytometry at 1 week, 2 weeks, and 3 weeks post-DLI (n=6 GVHD and n=6 BMT-only control per time point). (**B**) Control BMT-only mice do not exhibit GVHD and lack substantial macrophage (R3) or lymphocyte (R1, and R4 in Figure S4) infiltration. There is a very small CD11b^+^, CD45.1^high^ monocyte population that expresses F11r in the control brain (<2%; R3, right panel). (**C**) Chimeric mice with GVHD have donor monocyte infiltration (CD11b^+^, CD45.1^high^ cells; R3) with negligible CD11b^+^, CD45.1^low^ cells (R2). F11r and Sell expression (right column) of positively-labeled infiltrating donor monocytes (R3) over the course of 3 weeks of GVHD demonstrates a shift from F11r^+^ Sell^+^ cells to F11r^+^ only cells. (D) Bar graphs illustrate the mean and SEM for each population of immune system cells over the course of the three weeks following DLI.

**Table 3:** F11r and Sell surface expression of donor monocyte infiltration in chimeric mice with GVHD.

	**Week 1**	**Week 2**	**Week 3**
**%Q1: Sell- , F11r+**	21.4 +/- 2.0	62.7 +/- 2.2	90.0 +/- 1.8
**%Q2: Sell+ , F11r+**	53.3 +/- 4.2	18.3 +/- 2.6	4.9 +/- 1.4
**%Q3: Sell+ , F11r-**	25.3 +/- 2.4	19.0 +/- 0.4	5.1 +/- 0.9

F11r and Sell expression of positively-labeled infiltrating donor monocytes (CD11b^+^, CD45.1^high^ cells) over the course of 3 weeks of GVHD demonstrates a shift from 53% F11r^+^ Sell^+^ cells to 90% F11r^+^ only cells.

In human gliomas, 30-50% of the cells are CD68^+^ or IBA1^+^ tissue macrophages; however, we previously showed that the percentage of CD68^+^ or IBA1^+^ cells in these human tumors did not correlate with glioma malignancy grade [2]. To determine whether F11R expression was associated with increasing glioma malignancy grade, we first confirmed the differential protein expression of F11R in histological sections of human bone marrow and brain (p=0.0016) (Figure **5A**). Second, we quantified the percent of F11R^+^ cells (both resident and infiltrating macrophages) in a series of glioma tissue microarrays containing all glioma malignancy grades. In contrast to our prior findings with CD68 and IBA1, we found a positive correlation between the percent of F11R^+^ cells and high-grade glioma (p<0.0001) (Figure **5B**). 

**Figure 5:**
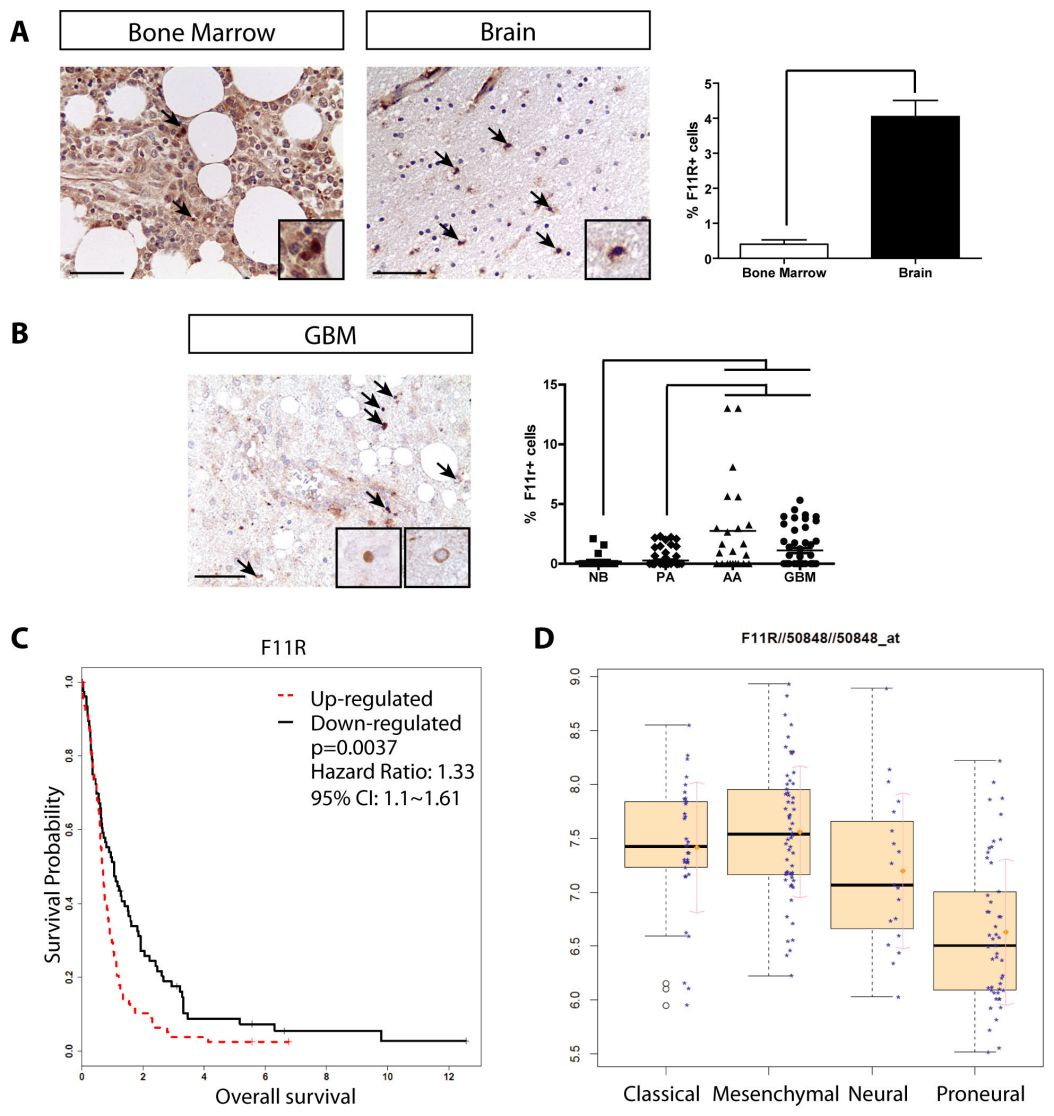
F11R expression correlates with GBM malignancy grade and survival. (**A**) Immunohistochemistry demonstrates that human bone marrow sections (n=3) have few F11R^+^ cells (arrows), while neurologically-normal post-mortem human frontal cortex brain sections contain numerous F11R^+^ mononuclear cells (n=3) (p= 0.0016). Endothelial cell labeling in the upper left quadrant of the brain section represent a positive control for staining. Scale bar = 50µm. Insets depict representative positively-labeled mononuclear cells. (**B**) A representative high-grade glioma, GBM, contains many F11R+ cells. Increased percentages of F11R^+^ cells (Kruskal-Wallis test/Dunn's Multiple Comparison Test, p<0.0001) are observed in high-grade glioma (AA, anaplastic astrocytoma, n=23; GBM, n=52) relative to low-grade tumors (PA, pilocytic astrocytoma, n=73) or normal brain (NB, n=23). (**C**) Kaplan-Meier curves and log rank test demonstrate that increased *F11R* expression negatively correlated with patient survival (GEO database: GSE16011, n=159, p=0.0037). (**D**) *F11R* was highly expressed in GSE16011 GBM samples assigned to Classical and Mesenchymal TCGA subtypes relative to the Proneural subtype (p=3.94E-12).

Because the percent of F11R^+^ cells was greatest in the high-grade gliomas, we next asked whether F11R expression had prognostic value in predicting patient survival. Using GBM data containing 159 specimens (GSE16011) [23] dichotomized by median *F11R* expression, high *F11R* expression was associated with reduced patient survival (HR=1.33, log rank test p=0.0037) (Figure **5C**). Previous studies have demonstrated that differences in survival relate to specific GBM molecular subtypes [29], and that expression of macrophage/microglia-related genes are associated with the Mesenchymal subtype [3]. In this regard, we also found that *IBA1* (*AIF1*) and *CD68* expression was increased in Mesenchymal subtype tumors and was associated with decreased survival (Table **S7** and **S8**). However, using a multivariate Cox model to account for molecular subtype assignments, survival outcomes using *AIF1* and *CD68* were strongly influenced by the molecular subtype (continuous expression analysis: Subtype overall p=0.0065 and p= 0.0188, respectively; dichotomized expression analysis: Subtype overall p=0.0072 and p= 0.0128, respectively; Table **S9**). As a result, *CD68* was no longer prognostic for patient survival when we account for these robust subtype contributions (continuous expression analysis: HR=1.16 p=0.1222, dichotomous expression analysis: HR=1.36 p=0.0886). *AIF1* retained overall prognostic value (continuous expression analysis: HR=1.32 p=0.0155, dichotomous expression analysis: HR=1.42 p=0.0496); however, it is strongly dependent on the survival difference between the Proneural vs. Mesenchymal subtypes. While *F11R* was also more highly expressed in the Mesenchymal subtypes relative to the Proneural subtype (p = 5.74E-11) (Figure **5D**), *F11R* expression had the greatest independent prognostic value regardless of molecular subtype (Dichotomized gene expression HR=1.57, p=0.0189) (Table **4**). In contrast, the expression levels of two frequently-employed macrophage and microglia markers, CCR2 and CX3CR1, were not predictive of patient survival in GBM (Table **S8** and **S9**). Together, these data establish F11R as a novel monocyte predictor of patient outcome in GBM.

**Table 4:** Relative contributions of TCGA subtypes to the survival outcome of GBM patients dichotomized by *F11R* expression.

**Variable**	**Subtype contribution**	**P-value**	**HR and 95% CI**
**F11R: High vs. Low**		0.0189*	1.57 (1.08~2.29)
	**Subtype (overall)**	0.0787	
	**Classical vs. Mesenchymal**	0.5990	0.89 (0.57~1.39)
	**Neural vs. Mesenchymal**	0.6608	1.13 (0.66~1.95)
	**Proneural vs. Mesenchymal**	0.0239*	0.6 (0.38~0.93)

A multivariate Cox model was used to account for the contributions of specific TCGA subtypes of the GBM samples in the GSE16011 GEO dataset, and hazard ratios (HR), 95% confidence intervals (CI), and associated p-values were generated. Patients with Proneural subtype tumors had significantly increased survival compared to patients with the Mesenchymal subtype when dichotomized by F11R expression (Hazard Ratio (HR) = 0.6; p=0.0239). However, *F11R* expression demonstrates the greatest prognostic value independent of molecular subtype (multivariate Cox model; HR=1.57, p=0.0189). The full analysis is available in Table S9.

## Discussion

In the current study, we applied converging digital genomic platforms and analysis methodologies to study microglia and macrophage infiltration in GBM, yielding several important findings. First, we have created an enabling resource by generating a comprehensive catalog of differentially-expressed monocyte/microglia transcripts that may be used to investigate macrophage populations in the other CNS disease states. In addition to identifying known macrophages and microglia markers, including CCR2, LY6C, SELL, SERPINE2, SPARC, CCL4, CX3CR1, and TREM2 [30–32], we have also discovered and validated a number of novel differentially-expressed microglia and monocyte transcripts (P2RY13, CADM1, MET, CD93, and KIT). 

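Among the known markers, Ly6c2 had an FPKM of 20.1 ± 8.53 (SD, n = 3) in BMDM and was listed at 0 in every BSM library (log2 fold change 4.32, standard error 0.32, adjusted p = 3.38e-05 from limma with Benjamini-Hochberg adjustment). Ly6c1, its close paralog, stayed under the FPKM minimum with at most 0.205, whereas its ALEXA-Seq value was 1163 ± 395 (SD, n = 3) in BMDM and 0.0918 ± 0.159 (SD, n = 3) in BSM. As 97.7% of the Ly6c1 transcript has a near-identical copy elsewhere in the GENCODE M21 transcripts, the values of both Ly6c genes are uncertain. Sparc had the largest difference in favor of BSM in the FPKM comparison among the genes differentially expressed in both tables, with an FPKM of 0.252 ± 0.283 (SD, n = 3) in BMDM and 262 ± 27.4 (SD, n = 3) in BSM and a log2 fold change of -7.73 (standard error 0.25, limma adjusted p = 2.25e-06). The log2 fold changes of Serpine2 and Trem2 were -4.07 (standard error 0.32) and -1.95 (standard error 0.28), and their adjusted p in limma was 4.95e-05 and 0.000971. Ccl4 did not reach the FPKM minimum, with a mean of 0.0406 ± 0.0175 (SD, n = 3) in BMDM and 1.87 ± 0.527 (SD, n = 3) in BSM. With the minimum lowered to 1 its log2 fold change was -1.45 (standard error 0.23, limma adjusted p = 0.00171).

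P2ry13 had an FPKM of 0.692 ± 0.407 (SD, n = 3) in BMDM and 209 ± 28.0 (SD, n = 3) in BSM, a log2 fold change of -6.97 (standard error 0.26, limma adjusted p = 2.59e-06) and a ratio of means of 302, which was 457 without BMDM replicate 2. Cadm1 was lower in both, with 0.116 ± 0.0247 (SD, n = 3) in BMDM and 13.3 ± 4.99 (SD, n = 3) in BSM, a ratio of 114. Met and Cd93 had mean FPKM of 6.19 ± 1.46 (SD, n = 3) and 6.25 ± 1.98 (SD, n = 3) in BMDM and were listed between 0 and 0.0295 in the BSM libraries. The ratio of the means of Met was 708, and 4254 without BSM replicate 3, and that of Cd93 was 327. Kit was weakly expressed, with 0.347, 1.46 and 0.562 FPKM in the BMDM libraries and a single BSM value above 0, of 0.00584 in replicate 2. It was below the FPKM minimum of the main comparison. When the minimum was 1, its log2 fold change was 0.79 (standard error 0.27, limma adjusted p = 0.0420). In the ALEXA-Seq table Kit was at 11.2 ± 8.93 (SD, n = 3) in BMDM.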

Importantly, we identified several new markers amenable to flow cytometry analysis not previously reported to be differentially expressed between microglia and BMDM (F11R, CD81, and CLEC12A). 

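By ALEXA-Seq, F11r had a value of 5.86 ± 4.70 (SD, n = 3) in BMDM and 2758 ± 517 (SD, n = 3) in BSM, a log2 fold change of -8.84 (standard error 0.46, adjusted p = 3.82e-05 from limma with Benjamini-Hochberg adjustment). Cd81, listed on chromosome 7 from 150238644 to 150253839, had an FPKM of 123 ± 13.7 (SD, n = 3) in BSM. In BMDM its FPKM was 0.393 in replicate 1, 10.2 in replicate 2 and 1.61 in replicate 3, so the replicates differed more than those of F11r. The log2 fold change of Cd81 was -5.17 (standard error 0.67, limma adjusted p = 0.000575) and lay between -6.02 and -4.51 with each library left out in turn. The ratio of its mean FPKM, 30.3, was 123 without BMDM replicate 2. Clec12a, listed on chromosome 6 from 129292709 to 129315321, had an FPKM of 46.6 ± 4.70 (SD, n = 3) in BMDM and 0.313 ± 0.278 (SD, n = 3) in BSM. Its log2 fold change was 5.20 (standard error 0.25, limma adjusted p = 5.26e-06). For both genes every BMDM library was separated from every BSM library, also in the ALEXA-Seq values, where Cd81 was at 36.6 ± 43.8 (SD, n = 3) in BMDM and 1278 ± 183 (SD, n = 3) in BSM, and Clec12a at 245 ± 45.2 (SD, n = 3) in BMDM and 0.997 ± 0.953 (SD, n = 3) in BSM.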

Second, we leveraged two representative transcripts to demonstrate that brain macrophages in murine GBM express F11R regardless of tissue origin (bone marrow versus brain). Specifically, CD11b^+^ CD45^low^ brain macrophages (microglia) and CD11b^+^ CD45^high^ infiltrating macrophages (macrophages) express F11R, rather than the SELL BMDM marker. Furthermore, using allogeneic bone marrow chimeras, we establish that BMDM entering the brain in the setting of GVHD convert from a Sell^+^ macrophage population to an F11r^+^ macrophage population as a function of time following CNS infiltration. While it is possible that Sell^+^ macrophages are eliminated and a rare population of F11r^+^ macrophages preferentially expanded, we favor a model in which F11R conversion identifies a subset of GBM-associated macrophages. In either case, the local brain environment is critical for dictating the profile change of infiltrating monocytes. The importance of monocyte F11R expression to glioma biology is further supported by the finding that more established markers of monocytes (e.g., IBA1, CD68), infiltrating macrophages (e.g., CCR2), and microglia (e.g., CX3CR1) do not provide prognostic information for patients with GBM by both immunohistological and gene expression analyses across tumor grade and molecular subtypes.

While it is tempting to postulate that F11R expression confers new biological properties for brain macrophages, the function of F11R in monocytes has not been investigated. Previous studies have shown that F11R is expressed in the basal processes of endothelial tight junctions [33] where it influences epithelial morphology and matrix adhesion [34,35], as well as immune system trafficking [36–38], and may additionally act as a leukocyte adhesion molecule to facilitate leukocyte transendothelial migration under inflammatory conditions [39]. Further studies will be required to determine whether F11R^+^ macrophages in the setting of CNS malignancy represent a unique subset of monocytes that elaborate specific chemokines and cytokines critical for GBM pathogenesis and progression.

Third, we show that one of these differentially-expressed transcripts, F11R, serves as a unique predictive biomarker for malignant glioma. Our previous studies demonstrated that the percentage of CD68^+^ and IBA1^+^ cells were increased in gliomas relative to non-neoplastic brain, with both low-grade and high-grade gliomas harboring equivalent percentages of macrophages. In contrast, we now show that the percentage of F11R^+^ macrophages are increased in high-grade relative to low-grade glioma and that F11R tumor expression is an independent predictor of patient outcome, regardless of GBM molecular subtype. Taken together with reports revealing that microglia are essential drivers of murine glioma formation and maintenance [1,2,5,8,9], along with studies in other cancer types highlighting the predictive value of stromal gene expression patterns in predicting patient outcome [40,41], the identification of F11R as a marker of a subset of brain macrophages may facilitate the detection of critical microenvironmental factors suitable for future stroma-directed glioma therapy. Similarly, potential derivative microglia/macrophage gene signatures may enable clinically-useful deconvolution of existing complex TCGA datasets for prognostic analysis.

## Supporting Information

Methods S1 **Additional details of RNA-seq and microarray analysis methods.**
(DOC) Click here for additional data file.

Figure S1 **F11R staining of the different F11R+ cell types in the GBM tissue microarray.** Representative mononuclear cells (A-D), neurons (E-H), and endothelial cells (I-J) are shown. Black arrows denote positively-stained cells. Neoplastic GFAP+ astroglial cells did not express F11R (K-L), and a positive mononuclear cell is shown as an internal control for positive staining (black arrowhead). Scale bars = 10µm.
(TIF) Click here for additional data file.

Figure S2 **RNA assessment of flow-sorted cells.** Three sets of BMDM and BSM samples were flow sorted for Illumina RNA-Seq (S1-S6), and two additional independent sets were generated and submitted for the Affymetrix Mouse Exon 1.0ST microarray; samples S3 and S6 were shared between the two platforms. Agilent RNA 6000 Pico results reveal minimal RNA degradation. Each sample was run in duplicate, except sample S6, due to the limitation of 11 sample wells.
(TIF) Click here for additional data file.

Figure S3 **Microglia and macrophages in murine induced-glioblastoma.** Iba1 immunohistochemistry on fixed frozen sections shows increased microglia and macrophage infiltration in tumors from *Ntv-a Ink4a-Arf-/-*;Gli-luc mice injected with RCAS-PDGFB (Glioma, n=3) and matched controls (n=3). Scale bars = 100µm.
(TIF) Click here for additional data file.

Figure S4 **CD45.2^+^ expressing cells in the brains of BMT and GVHD mice.** (**A**) Control BMT mice without GVHD have a main CD11b^+^ CD45.2^low^ cell population representing microglia (R5), and lack lymphocytes (R4) or macrophages (R6). The microglia are F11r^+^ only (>99%). (**B**) Chimera mice with GVHD have donor lymphocytes (R4) that are primarily CD11b^-^ CD45.2^+^ H-2K^b+^ and microglia (R5) that are CD11b^+^ CD45.2^+^ (>99%). CD45.2^high^ cells that would be denoted by R6 are not present. Microglia from GVHD mice are almost exclusively F11r^+^ (right panels) throughout the 3 weeks, similar to BMT control mice. Two independent experiments were conducted, consisting of GVHD mice (n=6) and BMT-only control mice (n=6) per time cohort.
(TIF) Click here for additional data file.

Table S1 **Antibodies.**
(DOC) Click here for additional data file.

Table S2 **Mouse qPCR primers.**
(DOC) Click here for additional data file.

Table S3 **RNA quality assessment from flow-sorted cells.** RNA concentrations (ng/µl) were determined using the Nanodrop 1000 (Thermo Scientific) and Qubit™ (Life Technologies). For samples S2, S4, and S5, where Qubit values were below the detection limits (BL), we used RNA concentration values determined using Agilent software (0.7ng/µl, 0.04ng/µl, and 0.6ng/µl, respectively). RNA Quality Index (RQI) values were determined at the Laboratory for Clinical Genomics using the BioRad Experian assay. RNA Integrity Index (RIN) values were determined on the Agilent RNA Pico BioAnalyzer assay using 1:2 dilutions of S1, S3, and S6, and N_o_ dilutions of S2, S4, and S5.
(DOC) Click here for additional data file.

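The number of genes observed in each library can be counted from the deposited FPKM. At an FPKM of at least 1, 7270, 7898 and 7692 genes were observed in BMDM replicates 1, 2 and 3, with a median of 7692, and 5155, 6518 and 6335 genes in BSM replicates 1, 2 and 3, with a median of 6335. The paper's reported numbers for the same libraries are 7282, 7910 and 7704 for BMDM and 5161, 6531 and 6348 for BSM. Among the genes kept for the comparison of the cell types, 472 (7.42%) were listed at 0 in BSM replicate 1, against between 51 and 115 in each of the other libraries. This library had the lowest RNA concentration in the paper's Table S3, 0.04 ng/µl, and the lowest RIN, 0.3, which is outside the range given in the Results text. The paper's number of mapped reads for it is the highest of the 6.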

Table S4 **RNA transcriptome metrics from flow-sorted cells.** Despite differences in RNA input, all samples had similar total sequence input, total reads, and reads mapped, and result in differentially expressed genes and transcripts between the bone marrow derived monocyte and brain microglia samples.
(DOC) Click here for additional data file.

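Table S5 lists 1234 genes, 663 for monocytes and 571 for microglia, each with a fold change and a q-value from every analysis method and a rank by the mean of the fold-change ranks. By gene symbol, 1186 of the genes were found among the Cufflinks genes and 1193 among the ALEXA-Seq genes. The fold changes listed for ALEXA-Seq are ratios of group means, as the ratio of the mean ALEXA-Seq value of the 3 libraries of each cell type lay within 0.01 on the log2 scale of the listed fold change for 1162 of 1168 genes.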

Table S5 **RNA-seq and microarray platforms were analyzed two ways each, with Cufflinks and ALEXA-Seq, and with Aroma and Partek, respectively.** The analyses were merged by filtering for transcripts that were significantly differentially expressed in three out of the four methods, and then were ranked by average fold change rank across the four methods.
(XLS) Click here for additional data file.

Table S6 **F11r and Sell surface expression of resident microglia in chimeric mice with GVHD.** Chimera mice with GVHD have microglia that are CD11b^+^ CD45.2^+^ (>99%). Microglia from GVHD mice are almost exclusively F11r^+^ throughout the 3 weeks, similar to BMT control mice.
(DOC) Click here for additional data file.

Table S7 **Gene expression levels in GBM samples (n=159).** The GSE16011 GEO dataset was stratified by TCGA subtype (Classical, n=33; Mesenchymal, n=58; Neural, n=19; and Proneural, n=49) based on the 10-nearest neighbor method. The median levels of expression of each gene were reported with interquartile range and compared using pairwise tests.
(DOC) Click here for additional data file.

Table S8 **Survival outcomes of GBM patients stratified by TCGA molecular subtypes.** Gene expression levels of GBM samples within the GSE16011 GEO dataset stratified by TCGA subtype were correlated with survival outcomes using the Cox proportional hazard model to generate hazard ratios (HR), 95% confidence intervals (CI), and associated p-values. A log rank test was used to compare survival differences between the low/high expression groups (dichotomized by the median expression levels).
(DOC) Click here for additional data file.

Table S9 **Relative contributions of TCGA subtypes to the survival outcome of GBM patients.** Continuous and dichotomized gene expression (high and low expression relative to the median) was analyzed using a multivariate Cox model to account for the relative contributions of specific TCGA subtypes of the GBM samples in the GSE16011 GEO dataset, and hazard ratios (HR), 95% confidence intervals (CI), and associated p-values were generated.
(DOC) Click here for additional data file.

# Supplementary material for: F11R Is a Novel Monocyte Prognostic Biomarker for Malignant Glioma
**Source:** PLoS One. 2013 Oct 11;8(10):e77571. doi: 10.1371/journal.pone.0077571
**Supplement:** Methods S1 — Additional details of RNA-seq and microarray analysis methods.

**Methods S1**

***RNA-seq Cufflinks and ALEXA-Seq analysis***

Fragments Per Kilobase of exon model per Million mapped reads (amount of sequence normalized for the number of mapped reads, FPKM) values for each transcript and gene were used to generate transcript levels for comparisons both within and between samples. Further analysis was restricted to genes with an adjusted FPKM ≥ 3 (after removal of ribosomal sequence reads), which corresponds to about 0.3 transcripts per cell, to avoid concentrating on lowly-expressed mRNAs and isoforms. 

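In the deposited values an FPKM of at least 3 was reached by 4379, 5083 and 4819 genes in BMDM replicates 1, 2 and 3 and by 3024, 3428 and 3371 genes in BSM replicates 1, 2 and 3. The text of the methods does not say in how many samples a gene had to reach this minimum. Requiring it in at least 1 library left out 28873 genes. Of the genes that remained, 2 mitochondrial ribosomal RNA genes, chosen after their values were seen and listed as ENSMUSG00000064337 and ENSMUSG00000064339, held between 22.7% and 25.1% of the summed FPKM in the BMDM libraries and between 6.93% and 8.74% in the BSM libraries.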

Clustering analysis was performed in R by hierarchical method with average linkage and Euclidian distance metric. Heat maps were generated using a customized version of heatmap.2 (gplots library) from the Cufflinks analysis.

***Microarray Partek and Aroma analysis***

After importing Affymetrix CEL files into Partek, all probes, including the control probes, were interrogated and filtered to include the full meta-probe set. Pre-background adjustments were made in the Partek workflow [1–4] for GC correction and probe sequence bias, with RMA background correction of quantile normalization on linear probe values (no log transform), and the probe set summarization was made using median polish. Differential expression was determined by a 1-way ANOVA model by using Method of Moments [5] with a log base 2 transform producing a p-value, Fold Change and Mean Ratio. Affymetrix CEL files imported into Aroma were corrected for the RMA background with quantile normalization and Log additive Probe-Level Modeling (PLM) to compensate for array artifacts and systematic biases [6]. Linear gene level expression levels were differentially compared by a two-tailed Student’s t-test and Benjamini & Hochberg false discovery rate method was applied on resulting p-values to produce q-values for multiple testing correction [7].

***Convergence of analyses*.** Ensembl gene IDs were used to converge the four independent analyses (Cufflinks, ALEXA-Seq, Aroma, and Partek). The Partek RefSeq annotation was intersected with the Ensembl v58 annotation to assign Ensembl IDs. The p-value from each analysis was adjusted to a q-value using the Benjamini and Hochberg multiple testing correction [7].

**References S1**

1. Bolstad BM, Irizarry RA, Astrand M, Speed TP (2003) A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics 19: 185–193.

2. Irizarry RA, Bolstad BM, Collin F, Cope LM, Hobbs B, et al. (2003) Summaries of Affymetrix GeneChip probe level data. Nucleic Acids Res 31: e15. doi: 10.1093/nar/gng015.

3. Irizarry RA, Hobbs B, Collin F, Beazer-Barclay YD, Antonellis KJ, et al. (2003) Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics 4: 249–264. doi: 10.1093/biostatistics/4.2.249.

4. Wu Z, Irizarry RA, Gentleman R, Martinez-Murillo F, Spencer F (2004) A Model-Based Background Adjustment for Oligonucleotide Expression Arrays. J Am Stat Assoc 99: 909–917. doi: 10.1198/016214504000000683.

5. Eisenhart C (1947) The assumptions underlying the analysis of variance. Biometrics 3: 1–21.

6. Bengtsson H, Simpson K, Bullard J, Hansen K (2008) aroma.affymetrix: A generic framework in R for analyzing small to very large Affymetrix data sets in bounded memory, Tech Report #745. Department of Statistics, University of California, Berkeley,: 1–9.

7. Benjamini Y, Hochberg Y (1995) Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. Journal of the Royal Statistical Society B 57: 289–300.

# Supplementary material for: F11R Is a Novel Monocyte Prognostic Biomarker for Malignant Glioma
**Source:** PLoS One. 2013 Oct 11;8(10):e77571. doi: 10.1371/journal.pone.0077571
**Supplement:** Table S1 — Antibodies.

**Table S1.** Antibodies

| **Antigen (clone)** | **Host** | **Reactivity** | **Usagea** | **Sourceb** | **Dilution** |
| --- | --- | --- | --- | --- | --- |
| **CD115 (AFS98)** | Rat | Mouse | FC (APC conjugate) | BioLegend | 1:100 |
| **CD115 (AFS98)** | Rat | Mouse | FC (PE conjugate) | BioLegend | 1:100 |
| **CD11b (M1/70)** | Rat | Mouse | FC (PerCP-Cy5.5 conjugate) | BD Biosciences | 1:100 |
| **CD11b (M1/70)** | Rat | Mouse | FC (PE-Cy7 conjugate) | BioLegend | 1:100 |
| **CD16/32** | Rat | Mouse | FC | BD Biosciences | 1:50 |
| **CD45 (30-F11)** | Rat | Mouse | FC (APC-Cy7 conjugate) | BioLegend | 1:100 |
| **CD45 (30-F11)** | Rat | Mouse | FC (APC conjugate) | BD Biosciences | 1:100 |
| **CD45.1 (A20)** | Mouse | Mouse | FC (BV421 conjugate) | BioLegend | 1:25 |
| **CD45.2 (104)** | Mouse | Mouse | FC (APC conjugate) | BioLegend | 1:100 |
| **CD81 (Eat-2)** | Armenian Hamster | Mouse | FC (PE conjugate) | BioLegend | 1:100 |
| **Clec12A** | Goat | Mouse | FC (PE conjugate) | R&D Systems | 1:10 |
| **F11R (2E3-1C8)** | Mouse | Human | IHC (Citrate retrieval) | Abnova | 1:500 |
| **F11r (H202-106)** | Rat | Mouse | FC (A488 conjugate) | AbD Serotec | 1:100 |
| **H-2Kb (AF6-88.5)** | Mouse | Mouse | FC (PerCP-Cy5.5 conjugate) | BioLegend | 1:25 |
| **Iba1** | Rabbit | Mouse | IHC | Wako | 1:2000 |
| **Ly6G (1A8)** | Rat | Mouse | FC (APC-Cy7 conjugate) | BioLegend | 1:100 |
| **Ly6G (1A8)** | Rat | Mouse | FC (BV421 conjugate) | BioLegend | 1:25 |
| **Ly6G (1A8)** | Rat | Mouse | FC (FITC conjugate) | BioLegend | 1:200 |
| **Sell (MEL-14)** | Rat | Mouse | FC (PE conjugate) | BioLegend | 1:100 |
| **Sell (MEL-14)** | Rat | Mouse | FC (PE-Cy7 conjugate) | BioLegend | 1:100 |
| **Armenian Hamster IgG Isotype** | Armenian Hamster | Mouse | FC (PE conjugate) | BioLegend | 1:100 |
| **Normal Goat IgG Isotype** | Goat | Mouse | FC (PE conjugate) | R&D Systems | 1:10 |
| **Rat IgG1 isotype** | Rat | Mouse | FC (A488 conjugate) | AbD Serotec | 1:100 |
| **Rat IgG2a, κ isotype (RTK2758)** | Rat | Mouse | FC (PE conjugate) | BioLegend | 1:100 |

a FC (flow cytometry), IF (immunofluorescence), IHC (immunohistochemistry)

**b** AbD Serotec, Kidlington, Oxford, UK; Abnova, Neihu District. Taipei City, Taiwan; BD Biosciences, San Jose, CA; BioLegend, San Diego, CA; R&D Systems, Minneapolis, MN; Wako Pure Chemical Industries, Ltd., Osaka, Japan

# Supplementary material for: F11R Is a Novel Monocyte Prognostic Biomarker for Malignant Glioma
**Source:** PLoS One. 2013 Oct 11;8(10):e77571. doi: 10.1371/journal.pone.0077571
**Supplement:** Table S2 — Mouse qPCR primers.

**Table S2.** Mouse qPCR primers

| **Gene** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| ***B2m (house-keeping)*** | TaqMan Gene Assay: Mm00437762_m1 | |
| ***Cadm1*** | 5’- ACCACCATCACAGTCCTGGTTCCT -3’ | 5’- TGCTGGCCATGGCAGTACAGTTG -3’ |
| ***Cd81*** | 5’- CCCAACACCTTCTACGTGGGCATC -3’ | 5’- GATGGCCCCATAGCACCCCA -3’ |
| ***Cd93*** | TaqMan Gene Assay: Mm00440239_g1 | |
| ***Clec12a*** | 5’- TCGGAATGCCAGCCTCCTGAAG -3’ | 5’- GTGTGCGATCTTTTCTGGGCAACA -3’ |
| ***F11r*** | 5’- GTGCTTGTACCTCCATCCAAGCCG -3’ | 5’- GAGGGTGGGGAACCATCATGCTC -3’ |
| ***H3f3a (house-keeping)*** | 5’- CGTGAAATCAGACGCTATCAGAA -3’ | 5’- TCGCACCAGACGCTGAAAG -3’ |
| ***Kit*** | TaqMan Gene Assay: Mm00445212_m1 | |
| ***Mertk*** | 5’- GCCCTCCTGAGCCCGTCAATATC -3’ | 5’- TGTCTCTGTCAGACCAGGTACGGT -3’ |
| ***Met*** | TaqMan Gene Assay: Mm01156972_m1 | |
| ***P2ry13*** | 5’- AGCAGGATCAAGCGAAGACCACC -3’ | 5’- AGACGTGAGGCCATGCGTGA -3’ |
| ***Sell*** | TaqMan Gene Assay: Mm00441291_m1 | |

# Supplementary material for: F11R Is a Novel Monocyte Prognostic Biomarker for Malignant Glioma
**Source:** PLoS One. 2013 Oct 11;8(10):e77571. doi: 10.1371/journal.pone.0077571
**Supplement:** Table S3 — RNA quality assessment from flow-sorted cells. RNA concentrations (ng/µl) were determined using the Nanodrop 1000 (Thermo Scientific) and Qubit™ (Life Technologies). For samples S2, S4, and S5, where Qubit values were below the detection limits (BL), we used RNA concentration values determined using Agilent software (0.7ng/µl, 0.04ng/µl, and 0.6ng/µl, respectively). RNA Quality Index (RQI) values were determined at the Laboratory for Clinical Genomics using the BioRad Experian assay. RNA Integrity Index (RIN) values were determined on the Agilent RNA Pico BioAnalyzer assay using 1:2 dilutions of S1, S3, and S6, and No dilutions of S2, S4, and S5.

- **Table S3. RNA quality assessment from flow-sorted cells.** RNA concentrations (ng/µl) were determined using the Nanodrop 1000 (Thermo Scientific) and Qubit™ (Life Technologies). For samples S2, S4, and S5, where Qubit values were below the detection limits (BL), we used RNA concentration values determined using Agilent software (0.7ng/µl, 0.04ng/µl, and 0.6ng/µl, respectively). RNA Quality Index (RQI) values were determined at the Laboratory for Clinical Genomics using the BioRad Experian assay. RNA Integrity Index (RIN) values were determined on the Agilent RNA Pico BioAnalyzer assay using 1:2 dilutions of S1, S3, and S6, and No dilutions of S2, S4, and S5.

| **Sample ID** | **Cell #** | **Cell Type** | **Gender** | **Nanodrop**  **(ng/µl)** | **Qubit**  **(ng/µl)** | **Experion**  **RQI** | **Agilent**  **RIN** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **S1** | 112,000 | Monocyte | M | 15 | 9.2 | 6.2 | 8.6 |
| **S2** | 23,233 | Monocyte | F | 5 | BL (0.7) | 7.9 | 7.8 |
| **S3** | 99,153 | Monocyte | F | 17 | 11.7 | 9.0 | 9.0 |
| **S4** | 218,718 | Microglia | M | 2 | BL (0.04) | n/a | 0.3 |
| **S5** | 125,711 | Microglia | F | 8 | BL (0.6) | 7.0 | 7.6 |
| **S6** | 254,908 | Microglia | F | 13 | 7.7 | 7.9 | 8.0 |

# Supplementary material for: F11R Is a Novel Monocyte Prognostic Biomarker for Malignant Glioma
**Source:** PLoS One. 2013 Oct 11;8(10):e77571. doi: 10.1371/journal.pone.0077571
**Supplement:** Table S4 — RNA transcriptome metrics from flow-sorted cells. Despite differences in RNA input, all samples had similar total sequence input, total reads, and reads mapped, and result in differentially expressed genes and transcripts between the bone marrow derived monocyte and brain microglia samples.

**Table S4. RNA transcriptome metrics from flow-sorted cells.** Despite differences in RNA input, all samples had similar total sequence input, total reads, and reads mapped, and result in differentially expressed genes and transcripts between the bone marrow derived monocyte and brain microglia samples.

| **Sample ID** | **Total Sequence Gbp** | **Total Reads** | **Reads Mapped** | **% Mapped** | **Genes Observed (Cufflinks FPKM >= 1)** | **Transcripts Observed (Cufflinks FPKM >= 1)** |
| --- | --- | --- | --- | --- | --- | --- |
| **S1** | 15.82 | 158,240,128 | 100,425,066 | 63% | 7282 | 10092 |
| **S2** | 19.76 | 197,627,558 | 90,258,964 | 46% | 7910 | 11202 |
| **S3** | 17.00 | 169,992,646 | 109,419,795 | 64% | 7704 | 10875 |
| **S4** | 22.66 | 226,570,788 | 127,169,557 | 56% | 5161 | 6780 |
| **S5** | 16.07 | 160,667,138 | 100,544,148 | 63% | 6531 | 8370 |
| **S6** | 17.96 | 179,586,516 | 116,445,417 | 65% | 6348 | 8147 |

# Supplementary material for: F11R Is a Novel Monocyte Prognostic Biomarker for Malignant Glioma
**Source:** PLoS One. 2013 Oct 11;8(10):e77571. doi: 10.1371/journal.pone.0077571
**Supplement:** Table S6 — F11r and Sell surface expression of resident microglia in chimeric mice with GVHD. Chimera mice with GVHD have microglia that are CD11b+ CD45.2+ (>99%). Microglia from GVHD mice are almost exclusively F11r+ throughout the 3 weeks, similar to BMT control mice.

**Table S6. F11r and Sell surface expression of resident microglia in chimeric mice with GVHD.** Chimera mice with GVHD have microglia that are CD11b+ CD45.2+ (>99%). Microglia from GVHD mice are almost exclusively F11r+ throughout the 3 weeks, similar to BMT control mice.

|  | **Week 1** | **Week 2** | **Week 3** |
| --- | --- | --- | --- |
| **%Q1: Sell- , F11r+** | 99.9 +/- 0.0 | 99.8 +/- 0.0 | 99.8 +/- 0.0 |
| **%Q2: Sell+ , F11r+** | 0.1 +/- 0.0 | 0.2 +/- 0.0 | 0.2 +/- 0.0 |
| **%Q3: Sell+ , F11r-** | 0.1 +/- 0.0 | <0.1 | 0.1 +/- 0.0 |

# Supplementary material for: F11R Is a Novel Monocyte Prognostic Biomarker for Malignant Glioma
**Source:** PLoS One. 2013 Oct 11;8(10):e77571. doi: 10.1371/journal.pone.0077571
**Supplement:** Table S7 — Gene expression levels in GBM samples (n=159). The GSE16011 GEO dataset was stratified by TCGA subtype (Classical, n=33; Mesenchymal, n=58; Neural, n=19; and Proneural, n=49) based on the 10-nearest neighbor method. The median levels of expression of each gene were reported with interquartile range and compared using pairwise tests.

**Table S7.** **Gene expression levels in GBM samples (n=159).** The GSE16011 GEO dataset was stratified by TCGA subtype (Classical, n=33; Mesenchymal, n=58; Neural, n=19; and Proneural, n=49) based on the 10-nearest neighbor method. The median levels of expression of each gene were reported with interquartile range and compared using pairwise tests.

# Supplementary material for: F11R Is a Novel Monocyte Prognostic Biomarker for Malignant Glioma
**Source:** PLoS One. 2013 Oct 11;8(10):e77571. doi: 10.1371/journal.pone.0077571
**Supplement:** Table S8 — Survival outcomes of GBM patients stratified by TCGA molecular subtypes. Gene expression levels of GBM samples within the GSE16011 GEO dataset stratified by TCGA subtype were correlated with survival outcomes using the Cox proportional hazard model to generate hazard ratios (HR), 95% confidence intervals (CI), and associated p-values. A log rank test was used to compare survival differences between the low/high expression groups (dichotomized by the median expression levels).

**Table S8. Survival outcomes of GBM patients stratified by TCGA molecular subtypes.** Gene expression levels of GBM samples within the GSE16011 GEO dataset stratified by TCGA subtype were correlated with survival outcomes using the Cox proportional hazard model to generate hazard ratios (HR), 95% confidence intervals (CI), and associated p-values. A log rank test was used to compare survival differences between the low/high expression groups (dichotomized by the median expression levels).

# Supplementary material for: F11R Is a Novel Monocyte Prognostic Biomarker for Malignant Glioma
**Source:** PLoS One. 2013 Oct 11;8(10):e77571. doi: 10.1371/journal.pone.0077571
**Supplement:** Table S9 — Relative contributions of TCGA subtypes to the survival outcome of GBM patients. Continuous and dichotomized gene expression (high and low expression relative to the median) was analyzed using a multivariate Cox model to account for the relative contributions of specific TCGA subtypes of the GBM samples in the GSE16011 GEO dataset, and hazard ratios (HR), 95% confidence intervals (CI), and associated p-values were generated.

***Supplementary Table S9. Relative contributions of TCGA subtypes to the survival outcome of GBM patients. Continuous and dichotomized gene expression (high and low expression relative to the median) was analyzed using a multivariate Cox model to account for the relative contributions of specific TCGA subtypes of the GBM samples in the GSE16011 GEO dataset, and hazard ratios (HR), 95% confidence intervals (CI), and associated p-values were generated.***

How the deposited data were processed for this re-analysis (not part of the article)

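RNA-Seq libraries from 3 sets of BMDM and 3 sets of BSM were analysed, each from FACS-sorted cells of 10 mice at 6 weeks of age. The groups, the replicate numbers and the sex of the mice were taken from the sample labels and from Table S3, which lists replicate 1 of each cell type as male and the others as female. The Exon arrays of the study were not analysed here, and neither were the qPCR, flow cytometry, tissue microarray and patient data.

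The authors aligned 100 basepair paired-end reads with TopHat and deposited the expression of each gene as FPKM from Cufflinks, that is, fragments scaled by the length of the exon model and by the number of mapped reads. Methods S1 mentions the removal of ribosomal sequence reads. The authors also deposited an expression signal for each gene from ALEXA-Seq, made from the same libraries, on a linear scale whose unit and normalization the paper's text does not name. Neither table holds whole read numbers, so no test for read numbers was used, and the depth behind each value is unknown. The genome build of the positions is not named in the paper's text, and positions are given counted from 1. The starts in the files are counted from 0, as read in this way 17666 of 30675 genes have the same span as in GENCODE M21, against 361 if they were counted from 1. The tables hold 35237 and 36536 genes, and 34530 genes were matched between them by Ensembl identifier or by an unambiguous symbol. The genes of Table S5 were matched by symbol, ignoring case.

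The paper's Table S4 gives between 90258964 and 127169557 mapped reads for each library. With 3 libraries in each group, an exact permutation test of a single gene gives a two-sided p-value of 0.1 at the smallest, so adjusted p-values come only from a model fitted across all genes.

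FPKM were compared between BMDM and BSM with limma 3.58.1 in R 4.3.3 (linear model for each gene, empirical Bayes moderation with a mean-variance trend) on log2(FPKM + 1), for the 6364 genes with an FPKM of at least 3 in at least 1 of the 6 libraries. P-values were adjusted by the Benjamini-Hochberg method, and an adjusted p-value under 0.05 was taken as differential expression. The 6364 genes with the highest ALEXA-Seq values were tested in the same way. Folds between the groups are ratios of mean values. Clustering used average linkage and Euclidean distance on log2(FPKM + 1) for genes with an FPKM above 1 in at least 1 library, in scipy 1.17.1. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9. Transcript lengths, GC content and near-identical copies were taken from the transcripts of GENCODE M21, whose build was not shown to be the one of the files. They were used only as properties of genes matched by identifier. A copy was a match by blastn 2.17.0 of at least 100 bases at 95% identity or more to a transcript of another gene, and a gene was said to have a copy when matches covered at least 50% of its longest transcript.

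The limma step was tested on simulated data made from the means and the replicate spread of the 6364 genes, with 200 genes changed. At a simulated log2 fold change of 1 it called 0 of the 200 changed genes, of which 145 had an unadjusted p-value under 0.05. For a log2 fold change of 2 it called 149 (74.5%), with 7 unchanged genes also called, and for 4 it called 193 (96.5%), with 15 unchanged genes also called. The changed genes were drawn from those with a mean log2(FPKM + 1) above 2. With only 200 genes changed, the Benjamini-Hochberg cut-off is stricter than in the data, where 3470 genes passed it. The simulated shares therefore do not give the power for such changes in the data.

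The alternatives, the marker lists and the rule for the genes to be named were set before the data were examined, apart from the alternatives and genes that the text gives as chosen after the values were seen. The alternatives for the tests were a pseudocount of 0.1, an FPKM minimum of 1 or none, upper quartile scaling, quantile normalization, moderation without the trend, library quality weights, the replicate number as a block, a minimum change of 2-fold, and leaving out each library in turn. For clustering they also included correlation distances and the ALEXA-Seq values, and for the folds medians, means of FPKM + 1 and the ALEXA-Seq values. The genes named are those of Tables 1 and 2, apart from a gene that is not reported here, of the Discussion, of the sort markers and of the qPCR references, Aif1 and Cd68, the members of the marker lists, and in each direction the 5 genes with the largest log2 fold change among those differentially expressed in both RNA-Seq tables without overlap between the groups. The 12 marker lists cover female and male sex-linked genes, endothelial cells, astrocytes, oligodendrocytes, neurons, erythroid cells, granulocytes, lymphocytes, perivascular macrophages, immediate early genes and mitochondrially encoded genes.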

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

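The tests in this part were chosen only after the result was seen.

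Sex-linked transcripts, which the paper does not discuss, gave a signal in the RNA-Seq libraries that it analysed. In the ALEXA-Seq table Xist was at 3785 or more, and at most 6555, in the 4 libraries that Table S3 lists as female, and at most 0.444 in the 2 libraries listed as male. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty lay between 2.43 and 15.9 FPKM in the male libraries and at most at 0.00540 FPKM in the female ones. Xist has no entry in the Cufflinks table. These values argue against pools made from male mice alone, which is what the Results text gives. It also argues against a mislabelled sample, as 0 of the 6 libraries had a pattern opposite to their sex in Table S3. What stays open is whether the Results text refers to other pools than these. Each cell type has 1 male library, which is replicate 1, so an effect of sex on other genes could not be separated from that replicate and was not tested.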

How the results depend on the processing

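No test in this part was chosen only after its result was seen. Of the alternatives in this part, scaling to the same sum of FPKM was chosen after the values were seen.

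Among the 10 splits of the 6 libraries into 3 and 3, 1 split, the real one, gave as many differentially expressed genes as 3470 in the FPKM comparison. The same was found for the 3050 genes by ALEXA-Seq (1 of 10), for the 2493 genes in both tables (1 of 10) and for the 849 genes of Table S5 (1 of 10). With 10 splits the share cannot fall below 0.1, so this count alone does not exclude chance. Each other split gave 0 genes at an adjusted p-value under 0.05, and at an unadjusted p-value under 0.05 between 4 and 109 genes by FPKM, 1 and 152 by ALEXA-Seq, 0 and 65 in both tables and 0 and 3 of Table S5. Every other split puts libraries of both cell types in each group, so the difference between the cell types adds to the spread within groups. Low counts follow from this alone, so they do not measure how often the test calls unchanged genes.

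The total of 3470 genes lay within 1.5 times its value under every alternative, from 2430 with upper quartile scaling to 4703 with library quality weights, and from 2498 (without BMDM replicate 3) to 3932 (without BSM replicate 1) across the 6 fits that each left out 1 library. The split into 2883 genes higher in BMDM and 587 higher in BSM moved with the scaling: to 1379 and 1051 with upper quartile scaling, to 1378 and 1227 with quantile normalization and to 968 and 1585 with scaling to the same sum. These scalings remove a common factor between the libraries by construction, and the median log2 fold change of all tested genes went from 0.81 to 0.14, 0.02 and -0.23. Scaling to the same sum thus changed the sign of the median, so its split is not one with the shift merely removed. Library quality weights raised the genes higher in BSM to 881. The cause was not tested. By ALEXA-Seq, 2359 genes were higher in BMDM and 691 higher in BSM, against 1439 and 1349 with quantile normalization. In both tables, 1993 and 500 became 1073 and 958. With each library left out in turn, ALEXA-Seq gave between 1971 and 3984 genes, of which between 1452 and 3082 were higher in BMDM, and both tables gave between 1616 and 3154, of which between 1227 and 2541 were higher in BMDM. Each of these lowest counts was the one without BMDM replicate 3, while the highest were those without BSM replicate 1. Fewer libraries leave less power, but the reason for the rise was not tested. The number of Table S5 genes lay between 816 and 1030 over all alternatives.

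The replicate numbers of the labels do not appear to pair the libraries, as the residuals of libraries with the same number had correlations of -0.02, -0.01 and 0.13. With the replicate number as a replicate block the counts were 3471 genes (2905 higher in BMDM and 566 higher in BSM), 2885 by ALEXA-Seq, 2386 in both tables and 847 of Table S5.

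BMDM and BSM separated at the top of the tree in every clustering alternative. The ratio of the smallest distance between the cell types to the largest distance within one, 1.38, fell to 1.14 with a pseudocount of 0.1 and 1.12 with ALEXA-Seq values, and was 1.82 with correlation distances and between 1.38 and 1.91 with each library left out, the highest being without BSM replicate 1. Apart from that library the cause was not tested.

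The number of genes observed follows the FPKM minimum by construction. At 3 it was 4379, 5083 and 4819 in BMDM replicates 1, 2 and 3 and 3024, 3428 and 3371 in BSM replicates 1, 2 and 3, and at 0.1 it was 12003, 11943 and 12327 in BMDM and 8542, 11876 and 11797 in BSM. The folds of the qPCR reference genes B2m (2.06) and H3f3a (12.5) became 1.10 and 5.88 with quantile normalization.

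Of the 64 tested genes that the text names or lists, 39 kept their direction and their side of the threshold under all alternatives that gave them a value. The other 25 changed in some of them. Of all 1023 alternative fits, 916 left both unchanged, 62 were weaker, 26 were stronger and 19 reversed the direction. Cd68 (-0.38) was at 0.048 with library quality weights and between -0.69 and 0.18 with each library left out, the highest being without BSM replicate 1. With scaling to the same sum the Cd68 log2 fold change was -1.68 and past the threshold, and with quantile normalization at -1.17 and not past it. Itgam (2.22) was at -0.41 by ALEXA-Seq, at 4.59 and past the threshold with library quality weights, and between -0.13 and 3.60 with each library left out, the lowest being without BSM replicate 2, in which Cufflinks lists it at 0. B2m (1.06) was at -0.25 with scaling to the same sum, under which the median of all tested genes was -0.23, and at 0.17 with quantile normalization. The Y-linked genes rest on 1 male library in each cell type, and their direction followed which library was left out. Ddx3y (0.19) ranged from -0.62 (without BMDM replicate 1) to 0.81, Eif2s3y (0.71) from -0.65 (without BMDM replicate 1) to 1.39, Kdm5d (-0.11) from -0.73 to 0.62 (without BSM replicate 1) and Uty (-0.17) from -0.76 to 0.59 (without BSM replicate 1). Ddx3y was also at -0.036 with quantile normalization and -0.13 with scaling to the same sum, and Kdm5d and Uty were at 0.39 and 0.37 with library quality weights, which give BSM replicate 1 the lowest weight, 0.107.

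Of 97 folds of the genes of Tables 1 and 2 under the alternatives, 9 moved by more than the spread between replicates. These 97 leave out the scalings of the folds, which were chosen after the values were seen. With scaling to the same sum, every gene of Table 1 moved by more than this spread, for example F11r (1075). No reported gene of Table 2 did. For Met, Kit and Cd81 the spread exceeded the fold itself, so a fall could not count as moved. With means of FPKM + 1, Met (7.13) and Kit (1.79) were thus counted as unmoved. Single libraries with a large effect were BMDM replicate 2 for F11r (702 without it, against 415), P2ry13 (457, against 302), Cd81 (123, against 30.3) and Kit (233, against 406), BSM replicate 3 for Met (4254, against 708), and BSM replicate 2 for Clec12a (228, against 149). For Kit, medians and the fit without BSM replicate 2 gave no fold, because the BSM value was then 0. The folds of Met, Cd93 and Kit divide by BSM values near 0, so their size is uncertain.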

Differences from the paper's values

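No test in this part was chosen only after its result was seen, since this part compares values. Scaling every library to the same upper quartile or the same sum of FPKM, and rescaling the groups by the median gap to Table S5, were chosen for these folds after seeing the values. The folds below are ratios of mean FPKM, on the linear scale of the paper's Cuffdiff folds. The paper's text does not say whether Cuffdiff used the FPKM analysed here or how it scaled the libraries, so whether both folds rest on the same normalization is not known, which limits each comparison below. A gap was taken as closed when the values were within 1.5 times of each other.

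For the genes of Table 1, the ratio in favor of BSM was 417 for Mertk against the paper's 1009.82, 415 for F11r against the paper's 1226.64, 302 for P2ry13 against the paper's 808.00, 114 for Cadm1 against the paper's 271.93, 30.3 for Cd81 against the paper's 98.16 and 12.7 for Cx3cr1 against the paper's 29.39. Of the alternatives set before the data were examined, which were medians, means of FPKM + 1, the ALEXA-Seq values and leaving out each library in turn, 2 closed the gap of Cd81, namely medians (73.8) and the fit without BMDM replicate 2 (123), and none closed the gap of the other genes of Table 1. Among the scalings chosen after seeing the values, upper quartile scaling closed the gap of Mertk (792), P2ry13 (560), Cadm1 (206) and Cx3cr1 (22.9) and not that of F11r (775) or Cd81 (58.6), although the remaining gap of Cd81 was just within the spread of its replicates. Scaling to the same sum, also chosen after seeing the values, gave 1074 for Mertk, 1075 for F11r, 775 for P2ry13, 284 for Cadm1, 81.1 for Cd81 and 31.7 for Cx3cr1, and closed all of these gaps. Rescaling by the median gap, chosen after seeing the values and taken from the paper's own folds, gave 963, 959, 698, 264, 70.0 and 29.3 in the same order and also closed them.

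For the genes of Table 2, the ratio in favor of BMDM was 584 for Ccr2 against the paper's 158.34, 708 for Met against the paper's 257.26, 327 for Cd93 against the paper's 83.62, 149 for Clec12a against the paper's 38.85 and 406 for Kit against the paper's 42.41. Of the same alternatives set before the data were examined, means of FPKM + 1 closed the gap of Ccr2 (122) and of Clec12a (36.2), and none closed that of Met, Cd93 or Kit. Of the scalings chosen after seeing the values, upper quartile scaling closed the gap of Met (382), and so did scaling to the same sum (277) and rescaling by the median gap (306). With these 3 scalings, chosen after seeing the values, the gaps of Ccr2 (327, 239 and 253), Cd93 (181, 134 and 142), Clec12a (82.7, 60.5 and 64.3) and Kit (222, 166 and 176) stayed open.

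Over the 1148 genes of Table S5 with both values, the log2 of the paper's Cuffdiff fold, BMDM over BSM, minus that of the ratio of mean FPKM had a median of -1.21, a 2.31-fold gap, and the paper's value was the lower for 1063 of them. The ratios of mean ALEXA-Seq values of the genes of Tables 1 and 2 were those of the paper's Table S5. The number of genes observed was lower than the paper's in each of the 6 libraries, by far less than the 1.5 times taken as a difference here (for example 5155 against the paper's 5161 in BSM replicate 1).

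The paper's Cuffdiff folds rank F11r above Mertk, and here the ratios were 415 for F11r and 417 for Mertk. With medians (648 and 332), means of FPKM + 1 (95.0 and 56.6), scaling to the same sum, chosen after seeing the values (1075 and 1074), and without BMDM replicate 1 (338 and 292), BMDM replicate 2 (702 and 548), BSM replicate 2 (416 and 397) or BSM replicate 3 (449 and 393), F11r was above Mertk. F11r stayed below Mertk with ALEXA-Seq values (470 and 521) and without BMDM replicate 3 (351 and 513) or BSM replicate 1 (380 and 460). It also did with upper quartile scaling (775 and 792) and rescaling by the median gap (959 and 963), both chosen after seeing the values. The paper's folds rank Cd93 above Kit, and here the ratios were 327 for Cd93 and 406 for Kit. Cd93 was above Kit with means of FPKM + 1 (7.11 and 1.79), without BMDM replicate 2 (361 and 233) and without BSM replicate 3 (424 and 271). Kit stayed above Cd93 under every other setting that gave a fold for both, for example with ALEXA-Seq values (259 for Cd93 and 349 for Kit).

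Of the Table S5 genes that entered the FPKM comparison, 849 of 871 had an adjusted p-value under 0.05 in limma with Benjamini-Hochberg adjustment. More of them were differentially expressed with library quality weights (866), without BSM replicate 1 (859) and with upper quartile scaling (850), and more genes of the table entered and were differentially expressed with an FPKM minimum of 1 (1016) or none (1030). Kit and Ccl4, which the paper names as different between the cell types, did not pass the FPKM minimum of 3 and were differentially expressed with a minimum of 1. Ly6c1, also below the minimum, was differentially expressed by ALEXA-Seq.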

Other observations

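The tests of GC content and transcript length, of near-identical copies and of the share of fragments on genes were chosen before their results were seen. So were the limma comparisons of the named genes and of the marker lists, with their alternatives apart from scaling to the same sum. Every other test in this part was chosen only after the result was seen.

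Of the differentially expressed genes by FPKM, 83.1% were higher in BMDM. After a correction for GC content and transcript length 84.3% were higher in BMDM, against 83.4% before it for the same 6176 genes (97.0% of those tested). A trend across genes with either property thus did not account for the excess. The correction kept the mean level of each library, so it could not remove a shift common to all genes and does not decide its cause. The Spearman correlation of the log2 fold change with GC content was 0.03 and with length -0.23, across genes that are not independent of each other. The tables argue against a few genes taking most of the FPKM, since the 10 highest genes held 44.3% of the sum in BMDM and 21.2% in BSM, which would lower the other genes in BMDM. The scaling of the libraries stays open. With quantile normalization 52.9% of the genes were higher in BMDM, but this method makes the libraries equal by construction, so an effect of scaling cannot be told apart from a broad difference between the cell types. The sum of FPKM was 2.50 times higher in BMDM, and that of the ALEXA-Seq values 2.45 times. From FPKM and transcript lengths, the share of mapped fragments that fell on genes was estimated at 40.1%, 42.9% and 43.6% in the BMDM libraries and at 23.1%, 24.5% and 23.8% in the BSM libraries. The genes with a length held 90.0% of the FPKM sum. As FPKM divides by all mapped reads, a smaller share on genes may lower the FPKM of most genes in BSM, although the estimate is made from the same FPKM. A difference in RNA content between the cell types was not tested.

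F11r was high in every BSM library. RNA from endothelial cells in the BSM fraction is argued against by the endothelial list, of which no gene entered the comparison: its highest mean in BSM was 1.59 FPKM for Pecam1, and that of F11r was 76.5 times as high. Of the 8 genes, 1 reached a mean FPKM of 1 in BSM and 2 in BMDM, and none is in Table S5. The low F11r level in BMDM was 0.241% of its BSM mean. Carry-over of BSM RNA or reads would give every abundant BSM gene at least such a share, but 9 of 72 other abundant BSM genes of Table S5 (12.5%) had a smaller one, where the median was 7.44%. Cd81 had 8.27% of its BSM mean in BMDM replicate 2, and 35 of the 72 genes (48.6%) had a smaller share there, with 5% of them under 0.118%, which argues against carry-over as the whole cause of the 10.2 FPKM in that library. Weak expression in some cells of the BMDM fraction stays open and was not tested.

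Granulocyte list genes were higher in BMDM replicate 2 than in both other BMDM libraries for 10 of 10 genes, by FPKM and by ALEXA-Seq, with a median log2 difference of 2.17 from the mean of the others. The median of all genes was 0.14, and the list lay at the 100th percentile of 10000 random lists of similar expression, which argues against the normalization or depth of that library. More granulocyte or precursor RNA in the sorted fraction of replicate 2 may contribute. The erythroid list was higher as well, with a median of 2.14, and so were the 2 genes of the lymphocyte list with at least 1 FPKM in a BMDM library (1.74). The quartiles of the granulocyte and erythroid lists, 1.78 to 2.94 and 1.67 to 2.34, overlap, so a lower share of monocytes cannot be told apart from this. All 10 granulocyte genes reach a mean FPKM of 1 in BMDM, but Ltf, Camp and Cxcr2, named after their values were seen, exceed an FPKM of 1 in replicate 2 alone, so whether the monocytes express the list was not tested. Of the 10, 3 are in Table S5. No biological explanation was tested.

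Itgam, which encodes a sort marker, was listed at 0 FPKM in BSM replicate 2. Its ALEXA-Seq value in that library was 2435, which argues against a lack of expression and is consistent with a failed Cufflinks estimate. The same pattern, an FPKM of 0 beside an ALEXA-Seq value of at least 50 in a gene with at least 3 FPKM in both other libraries of the group, was found for Stx16 in BMDM replicate 2 and BSM replicate 3 and for Rpn2 in BSM replicate 2. Without that minimum it also holds for mt-Atp6 in BSM replicate 1 and mt-Co3 in BSM replicates 1 and 2, among other genes that were not counted. These genes were named after their values were seen.

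In 52 genes the FPKM were far lower than the ALEXA-Seq values, by at least 3 on the log2 scale relative to the median ratio. Among them were mt-Co2, mt-Co3, mt-Atp6, mt-Nd3, mt-Atp8 and Ly6c1, and 0 of the 11 genes of Tables 1 and 2 reported here. A near-identical copy over at least 50% of the transcript was found for 24 of them (46.2%), against 13 of 300 genes of similar ALEXA-Seq value (4.33%, Fisher exact p = 5.18e-14). Their median transcript length was 1076.5 bases, against 3473.5 (permutation p = 2e-05, the smallest that these permutations can give). Reads shared with copies and short transcripts may both contribute, and the data give no biological reason for a gap between the tables.

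BSM replicate 1 had the fewest genes observed, 5155. Fewer mapped reads are argued against, as the paper's Table S4 gives it the most, 127169557. Of the genes with a mean of 1 to 3 FPKM in the other BSM libraries, 5.02% were listed at 0 in this one, and the share fell to 0.863% and 0.130% at higher levels. For BSM replicates 2 and 3 the level of 1 to 3 FPKM was taken from the other of these libraries alone, and the share was 0.506% and 0.518%. Loss of weakly expressed genes in the amplification of little or degraded RNA may explain the few genes in BSM replicate 1. The paper's Table S3 gives this library the lowest concentration, 0.04 ng/µl, and a RIN of 0.3, whereas the paper's Results text gives RIN of 7.6 to 9.0. It is also the only BSM library from male mice, and an effect of sex was not tested.

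Of the immediate early list, 6 of the 8 genes entered the comparison, and all 6 were higher in BSM with each scaling and in the ALEXA-Seq values. Jun (-3.31), Egr1 (-6.46) and Zfp36 (-1.68) were differentially expressed without further scaling, and all 6 were with quantile normalization, upper quartile scaling and scaling to the same sum, the last chosen after the values were seen. Dusp1 was also differentially expressed without BMDM replicate 3 (-1.71). The list's median log2 fold change was -1.46, against 0.81 for all genes, and with quantile normalization it was -2.21, against 0.02, which argues against scaling as the cause. A response to the handling of brain tissue, for which 6 of 6 genes have the direction, cannot be told apart from a difference between the cell types, since every BSM library came from brain. In BMDM 5 and in BSM 6 of the list's genes reached a mean FPKM of 1, and 2 are in Table S5.

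The qPCR reference gene H3f3a had a mean of 15.7 FPKM in BMDM and 1.26 in BSM, a fold of 12.5 and a log2 fold change of 2.90. Scaling is argued against as the whole cause by the fold of 5.88 with quantile normalization, and an artefact of the Cufflinks estimate by the fold of 10.3 in the ALEXA-Seq values. Reads shared with copies of this gene were not tested, and a difference between the cell types stays open. The other reference gene, B2m, had 557 FPKM in BMDM and 270 in BSM, a fold of 2.06. With scaling to the same sum its direction was reversed (-0.25), but the median of all tested genes was then -0.23.

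Aif1 had an FPKM of 3.11 ± 0.568 (SD, n = 3) in BMDM and 16.1 ± 4.20 (SD, n = 3) in BSM, a log2 fold change of -2.03 (standard error 0.27, adjusted p = 0.000673 from limma with Benjamini-Hochberg adjustment, higher in 3 of 3 BSM libraries). Cd68 had 51.7 ± 6.04 (SD, n = 3) in BMDM and 79.4 ± 59.0 (SD, n = 3) in BSM, where replicate 1 was at 147 and the others at 47.2 and 43.5. The Cd68 log2 fold change was -0.38 (limma adjusted p = 0.494). It was 0.18 without BSM replicate 1, -1.17 with quantile normalization and -1.68 with scaling to the same sum, the only alternative under which it passed the threshold.

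The remaining marker lists gave these values, and no cell type is assigned from them. Of the astrocyte list, Slc1a3 entered the comparison, at 7.14 FPKM in BSM with a log2 fold change of -2.95, and it was the only gene of the list to reach a mean FPKM of 1 and the only one in Table S5. Of the oligodendrocyte list, Mbp (2.04) and Cnp (0.95) did, both higher in BMDM with each scaling, and Mbp had 6.83 FPKM in BMDM. The change of Cnp was no longer past the threshold under 10 of its alternatives. These 2 reached a mean FPKM of 1 in BMDM and none did in BSM, and 1 is in Table S5. No neuron gene reached a mean FPKM of 1, and the highest mean in BSM was 0.110 for Snap25. The erythroid list had 5 tested genes, all higher in BMDM with each scaling and with a median of 2.93, with Hbb-b2 highest at 20.9 FPKM. In BMDM 6 of its genes reached a mean FPKM of 1 and in BSM none, and 2 are in Table S5. The granulocyte list had 10 tested genes, all higher in BMDM with each scaling, with a median of 2.67, against 0.81 for all genes, and Mpo highest at 93.6 FPKM. Of these, 7 were differentially expressed, and Ngp, Lcn2 and Prtn3 among them were not with quantile normalization. Ltf, Camp and Cxcr2 were so only under other settings: by ALEXA-Seq, with a pseudocount of 0.1 and without BMDM replicate 2 (0.43, 0.43 and 0.60), and Cxcr2 also with library quality weights (0.75). Of the lymphocyte list, Nkg7 was tested, with 2.09 FPKM in BMDM, and was not differentially expressed by FPKM (1.25). It was by ALEXA-Seq (4.37), with a pseudocount of 0.1 (3.54), with library quality weights (0.86) and without BMDM replicate 2 (0.54), and it was the only gene of the list to reach a mean FPKM of 1. Of the perivascular macrophage list, F13a1 was tested, at 128 FPKM in BMDM with a log2 fold change of 6.23, while Mrc1 was highest in BSM at 1.18 FPKM. In BMDM 2 and in BSM 1 of that list's genes reached a mean FPKM of 1, and 2 are in Table S5. Of the mitochondrially encoded genes 6 were tested, all higher in BMDM with each scaling, with a median of 1.68, and 0.67 with quantile normalization, where the scaling left only mt-Co2 differentially expressed. Here mt-Co1 had 7359 FPKM in BMDM and 1291 in BSM, 6 of the list's genes reached a mean FPKM of 1 in BMDM and 4 in BSM, and none is in Table S5.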
